# Low-dose intranasal deferoxamine modulates memory, neuroinflammation, and the neuronal transcriptome in the streptozotocin rodent model of Alzheimer’s disease

**DOI:** 10.3389/fnins.2024.1528374

**Published:** 2025-01-13

**Authors:** Jared M. Fine, Jacob Kosyakovsky, Tate T. Bowe, Katherine A. Faltesek, Benjamin M. Stroebel, Juan E. Abrahante, Michael R. Kelly, Elizabeth A. Thompson, Claire M. Westby, Kiley M. Robertson, William H. Frey, Leah R. Hanson

**Keywords:** intranasal, deferoxamine, streptozotocin, Alzheimer’s disease, neuroinflammation, transcriptome

## Abstract

**Introduction:**

Intranasal (IN) deferoxamine (DFO) has emerged over the past decade as a promising therapeutic in preclinical experiments across neurodegenerative and neurovascular diseases. As an antioxidant iron chelator, its mechanisms are multimodal, involving the binding of brain iron and the consequent engagement of several pathways to counter pathogenesis across multiple diseases. We and other research groups have shown that IN DFO rescues cognitive impairment in several rodent models of Alzheimer Disease (AD).

**Methods:**

This study was designed to probe dosing regimens to inform future clinical trials, while exploring mechanisms within the intracerebroventricular (ICV) streptozotocin (STZ) model.

**Results:**

Five weeks of daily IN dosing of Long Evans rats with 15 μL of a 1% (0.3 mg), but not 0.1% (0.03 mg), solution of DFO rescued cognitive impairment caused by ICV STZ administration as assessed with the Morris Water Maze (MWM) test of spatial memory and learning. Furthermore, IN DFO modulated several aspects of the neuroinflammatory milieu of the ICV STZ model, which was assessed through a novel panel of brain cytokines and immunohistochemistry. Using RNA-sequencing and pathway analysis, STZ was shown to induce several pathways of cell death and neuroinflammation, and IN DFO engaged multiple transcriptomic pathways involved in hippocampal neuronal survival.

**Discussion:**

To our knowledge this study is the first to assess the transcriptomic pathways and mechanisms associated with either the ICV STZ model or DFO treatment, and the first to demonstrate efficacy at this low dose.

## Introduction

Intranasally administered deferoxamine (DFO) has promise as a novel treatment for neurodegenerative disease and neurological insult. Intranasal (IN) delivery allows drugs like DFO to bypass the blood–brain-barrier and be delivered to the brain extracellularly along the olfactory and trigeminal nerves within minutes (Thorne et al., 2004; Chen et al., 1998; Frey, 1997; Thorne et al., 1995). Intranasal delivery has the added benefits of minimizing systemic exposure thereby decreasing side-effects, as well as being non-invasive. Deferoxamine is an approved generic antioxidant and anti-inflammatory drug that binds iron with very high affinity but has limited brain penetrance with systematic administration (Di Paola et al., 2022). Free iron accumulates abnormally in the brains of individuals with Alzheimer’s disease (AD), Parkinson’s disease, and other brain disorders (Rao et al., 2022). In the brains of people with AD, free heme, which also contains iron, also increases and both the free heme and iron inactivate the human brain muscarinic acetylcholine receptor required for memory *in vitro* (Venters et al., 1997; Atamna and Frey, 2004; Fawcett et al., 2002). Intranasal DFO has been shown in animals to treat a variety of brain disorders in which iron accumulates abnormally and even to improve memory in normal and healthy mice (Fine et al., 2020). This is an example of repurposing an existing drug to treat PD, AD, stroke, and other brain disorders by using non-invasive IN delivery to bypass the blood–brain-barrier and target DFO to the brain. Interest in DFO as a potential treatment for neurodegenerative disease has piqued in light of the recent realization that ferroptosis, a form of regulatory cell death based on unregulated iron levels, is involved in the development of neurodegenerative diseases and neurological insult (Stockwell, 2022). Ferroptosis in response to increased iron levels leads to lipid peroxidation, reactive oxygen species (ROS) production, mitochondrial dysfunction and neuroinflammatory responses resulting in cellular and neuronal damage (Tang et al., 2020; Jarrahi et al., 2020).

Several recent studies show that IN DFO is beneficial in animal models of neurodegenerative disease and neurological insult, and the mechanisms of neuroprotection are both disease-specific and non-disease specific. Intranasal DFO has been shown to reduce functional deficits in both genetic and surgical rodent models of Alzheimer’s disease including a tau model (Fine et al., 2012), APP/PS1 models (Hanson L.R. et al., 2012; Fine et al., 2015; Guo et al., 2013), and the intracerebroventricular streptozotocin model (Fine et al., 2017). Intranasal DFO improved functional recovery in several rat models of Parkinson’s disease including the 6-hydroxydopamine surgical model (Fine et al., 2014), and the a-synuclein rAAV model (Febbraro et al., 2013). Intranasal DFO significantly decreased the lesion size in an ischemic stroke model in rats, and resulted in functional improvement with both pre-and post-treatments (Hanson et al., 2009). Deferoxamine is also being tested in clinical trials as a potential treatment for intracerebral hemorrhage (ICH) and subarachnoid hemorrhage (SAH) (Selim et al., 2019; Foster et al., 2022), though administration in these trials is not intranasal. Mechanisms of neuroprotection in the aforementioned models include disease-specific changes in Alzheimer’s models including changes in processing of tau and amyloid (Hanson L. et al., 2012; Fine et al., 2012; Guo et al., 2013), while the Parkinson’s models included changes to processing of tyrosine hydroxylase and α-synuclein (Febbraro et al., 2013; Fine et al., 2014). Multifactorial mechanisms of non-disease specific neuroprotection shared across multiple disorders is summarized in a review by Kosyakovsky et al. (2021), and points toward changes in multiple cellular pathways including anti-inflammatory cascades, insulin signaling, HIF1α, and GSK3β.

To advance translation of IN DFO toward clinical trials, this study sought to find the lowest functional dose of IN DFO while further exploring novel mechanistic pathways of neuroprotection. A previous clinical trial of DFO-treatment in AD patients demonstrated some potential for benefit (Crapper McLachlan et al., 1991). However, this trial included daily intramuscular injections that lead to side-effects, which was the impetus to develop intranasally administered DFO in an attempt to minimize systemic exposure (Kruck et al., 1993). Previous studies have shown that a 10% solution (3 mg) of IN DFO reverses memory loss and oxidative stress in the ICV STZ rodent model of AD (Fine et al., 2017). This inducible model does not focus on either amyloid or tau pathology, but rather features of neurodegeneration and neuroinflammation (Grieb, 2016). To better characterize this model, the efficacy and mechanisms of lower doses of IN DFO were assessed using behavioral testing, multiplex analyses, immunohistochemistry (IHC), and RNA-sequencing. In addition to determining the lower dose limit of efficacy, this study expands upon previous studies with the first RNA-sequencing data for effects in the brain of the ICV-STZ model and DFO-treatment.

## Materials and methods

### Animal care

Studies were approved under HealthPartners Institute IACUC #17-097. Male Long-Evans rats were individually housed and given water and nutrients *ad libidum*. After 5 days of quarantine, rats were acclimated to handling for 5 days prior to surgery. Animals were checked daily for their duration on site, and twice daily for one-week post-surgery. Fluid and pain medications were given individually as needed at the discretion of the onsite veterinarian. Males were chosen for this initial dose-range finding study, with females to follow in a subsequent study. Female rats also need a different dose of ICV-STZ to induce a comparable model (Fine unpublished; Bao et al., 2017).

### Experimental design

Rats were randomized into five treatment groups of 12–15 rats. Treatment groups received stereotaxic surgery with an ICV injection of either citrate buffer (sham-model) or STZ (STZ-model). They also received IN delivery of either saline (control) or DFO at a 0.1% (0.03 mg) or 1% solution (0.3 mg). The five treatment groups included: (1) Sham-saline; (2) Sham-DFO 1%; (3) STZ-saline; (4) STZ-DFO 0.1%; and (5) STZ-DFO 1%. One week after surgery, rats started IN treatment with DFO or saline 5 days/week for 5 weeks. Week 3 included fixed-platform MWM testing, week 4 included moving-platform MWM testing, while week 5 included tapered-balance beam, open field, and optomotor tests before euthanasia and tissue collection. Behavior tests were performed before IN dosing for each rat on a single day. Brain tissues were snap-frozen in liquid nitrogen for analyses with multiplex and RNA-sequencing. Brains from all rats were used for multiplex analyses, while RNA-seq analyses were from a subset of 3 rats from sham-saline, STZ-saline, and STZ-DFO 1%. Additional rats were also assigned to treatment groups sham-saline, STZ-saline, and STZ-DFO 1% (4 rats/group) for IHC of brain tissues. A week after surgery, these rats were given 1 week of treatment with IN saline or DFO and then euthanized and fixed with formalin 14 days after surgery. These rats did not undergo behavioral testing. A visual representation of the study design and timeline can be seen in Figure 1.

**Figure 1:**
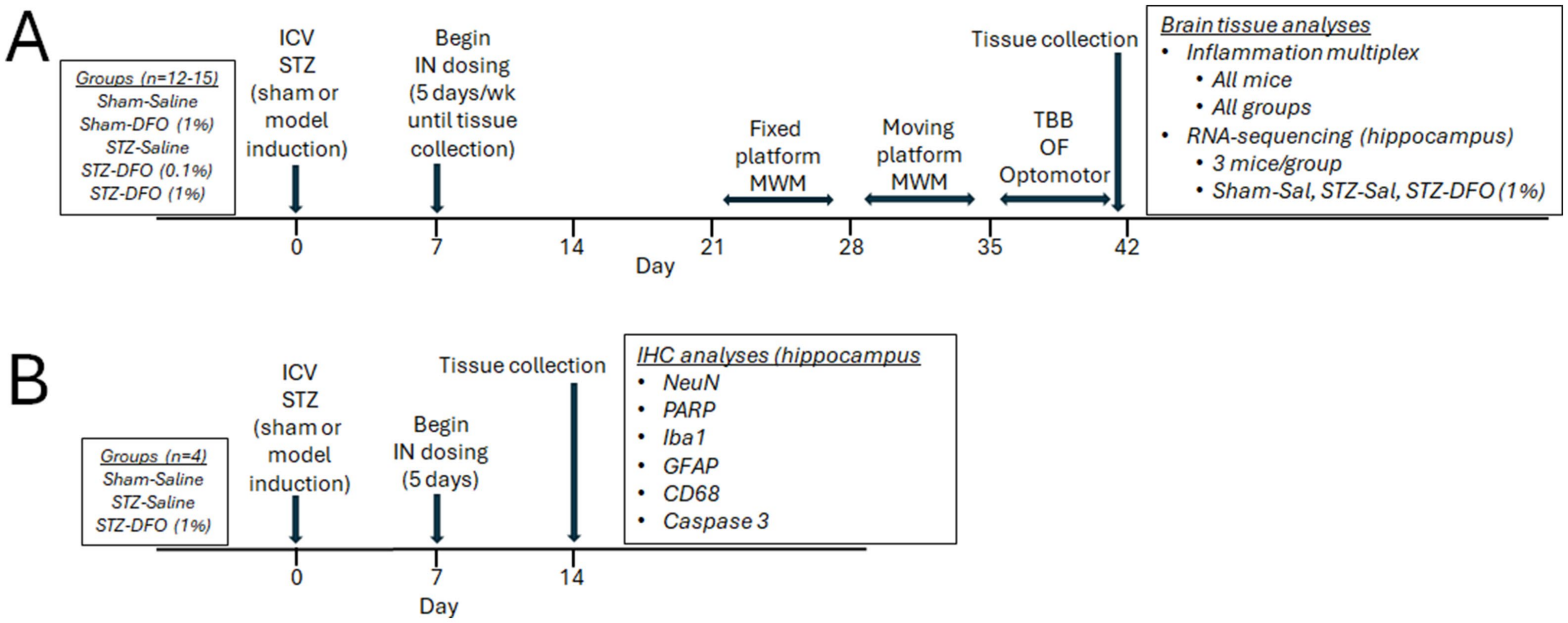
Visual representation of study design and timeline. **(A)** Five treatment groups dosed for 5 weeks and subjected to behavior tests followed by multiplex and RNA-sequencing. **(B)** Groups of four rats dosed for 1 week before immunohistochemistry. MWM, Morris Water Maze; ICV-STZ, intracerebroventricular streptozotocin; DFO, deferoxamine; IN, intranasal; TBB, tapered balance beam; OF, open field; Sal, Saline; IHC, immunohistochemistry.

### STZ model induction

Surgery was performed under isoflurane anesthesia at 4% for induction and 2–4% for maintenance (SurgiVet, Norwell, MA, USA). Rats were implanted with a double-guided cannula (Plastics One, Roanoke, VA, USA) and then given either STZ (S0130; Sigma; IN, USA) or the vehicle of 0.05 M citrate buffer (sham). Holes were drilled in the skull at A/P: −0.8, M/L: 1.5 (on both the left and right sides). The depth of the pre-made cannula was 3.2 mm from the top of the skull. STZ dosage was 4.5 mg/kg. For both the STZ and citrate buffer solution, four μL were administered to each hemisphere (8 μL total). 8 μL ICV injections were given on the day of surgery and again 2 days later via cannula. Bone wax was applied to the holes drilled into the skull after the second injection.

### Intranasal dosing

Rats were anesthetized using isoflurane gas and treated with a pressurized intranasal delivery device (Impel Neuropharma; Seattle, WA, USA). Saline or DFO solution (15 μL) was delivered to each nostril by inserting the tip of the device roughly 12 mm into the naris and depressing the plunger. Deferoxamine solutions were made by mixing 5 mL of 0.2× PBS with 500 mg anhydrous DFO (Frasenius-Kabi, Lake Zurich, IL, USA) under sterile conditions. Serial 1:10 dilutions were performed to obtain 1 and 0.1%, respectively. The total dose for the 1 and 0.1% DFO solutions were 0.3 and 0.03 mg, respectively.

### Morris water maze

Testing was conducted in a round, flat-bottomed, white plastic tub with a diameter of 180 cm at the water surface in a room with visual cues. Water was 23°C and colored with white nontoxic tempera paint. Four drop points were set. The platform was a clear plastic circle placed 1 cm underwater. For the fixed platform task, rats were allowed to swim up to 60 s or until they located the platform. Rats who failed to locate the platform within 60 s were placed upon it. All rats were then given 20 s to rest before being removed from the platform and placed in the tank for the next trial. In the fixed platform task, rats completed four trials per day for 4 days. The moving platform task followed the same protocol as the fixed platform task, except the platform was relocated to a different quadrant of the tank for each of the 4 days. Data was digitally recorded with an overhead camera.

### Tapered balance beam

The balance beam was 1.34 m in length, elevated 0.9 m above the ground, and decreased in width from the starting point (6.5 cm) to the end point (1.9 cm). Cushioning was placed on the floor below. Rats were placed at the wide end and encouraged to walk across and enter an escape box at the narrow end. The test consisted of a training day, during which the rat became accustomed to crossing the beam, followed the next day by testing. During testing, each rat performed three trials spending 20 s in the escape box between trials. Trials were digitally recorded from both sides and manually scored for footslips by blinded observers.

### Optomotor

Rats were placed on an elevated platform inside a cylinder with black and white lines alternating vertically with diameters of roughly 2 cm. The cylinder was spun at a rate of 2 rotations per minute for 3 min. A digital video recorder was placed above the cylinder for later review and blind scoring. A head turn was counted if the rat’s head followed the cylinder for at least 15° without stepping or moving its body. If a rat fell off the platform, the cylinder was stopped until the rat was placed back on the platform and the cylinder was spun for an additional 20 s. After 3 falls a rat was removed and considered non-compliant.

### Open field

The open field consisted of an 85 × 77 cm arena and monitored by an overhead digital video recorder. Each rat was placed individually within the arena for 5 min, and their exploratory behavior and velocity were analyzed with Ethovision tracking system (Noldus, Leesburg, VA, USA).

### Frozen tissue collection and protein extraction

Rats were anesthetized and transcardially perfused with 120 mL of cold saline. Blood was collected prior to starting the perfusion and serum separated. After perfusion the head was removed and the brain was extracted. The brain was dissected into cortex and hippocampus, snap frozen in liquid nitrogen, and stored at −70C until analysis.

### Fixed tissue collection

Rats were anesthetized and transcardially perfused with 120 mL of cold saline followed by 120 mL of 10% neutral buffered formalin. The brain was removed and placed in a formalin post-fix for 24 h followed by a sucrose gradient before being sectioned for cryo-slicing.

### Multiplex analyses

Inflammation was assessed with a commercially available multiplex panel of 27 inflammatory markers (cat. No. RECYTMAG-65K; MilliporeSigma; Burlington, MA, USA) and measured on a Luminex Magpix plate reader (Luminex, Austin, TX, USA). Markers included EGF, Eotaxin/CCL11, Fractalkine, G-CSF, GM-CSF, GRO/KC, IFN-γ, IL-1α, IL-1β, IL-2, IL-4, IL-5, IL-6, IL-10, IL-12 (p70), IL-13, IL-17A, IL-18, IP-10, Leptin, LIX, MCP-1, MIP-1α, MIP-2, RANTES, TNF-α, and VEGF.

### RNA extraction and sample quality assessment

RNA was isolated from hippocampus according to the manufacturer’s instructions with the RNeasy mini kit (Qiagen; Cat. No. 74104). Total eukaryotic RNA isolates were quantified using a fluorimetric RiboGreen assay. Total RNA integrity was assessed using capillary electrophoresis (e.g., Agilent BioAnalyzer 2100), generating an RNA Integrity Number (RIN). For samples to pass the initial QC step, they needed to quantify higher than 500 ng and have a RIN of 8 or greater.

### RNA library creation

Total RNA samples were converted to Illumina sequencing libraries using Illumina’s TruSeq RNA Sample Preparation Kit (Cat. # RS-122-2001 or RS-122-2002). In summary, the mRNA from a normalized input mass of total RNA was isolated using oligo-dT coated magnetic beads, fragmented and then reverse transcribed into cDNA. The cDNA was blunt-ended, A-tailed and indexed by ligating molecularly barcoded adaptors. Libraries were amplified using 15 cycles of PCR. The final library size distribution was validated using capillary electrophoresis and quantified using fluorimetry (PicoGreen) and Q-PCR. Indexed libraries were then normalized, pooled and size-selected to 320 bp (tight) using the PippinHT instrument.

### RNA cluster generation and sequencing

Pooled libraries were denatured and diluted to the appropriate clustering concentration (1.5pM for Mid-output and 1.8pM for High-output). Denatured and diluted libraries were loaded onto the NextSeq 550 cartridge and clustering occurs onboard the instrument. Once clustering was complete, sequencing immediately commenced using Illumina’s 2-color SBS chemistry. Upon completion of read 1, an index read 1 was performed depending on the library kit used. Finally, the library fragments were re-synthesized in reverse orientation and sequenced from the opposite end of the read 1 fragment to produce the paired end read 2.

### RNA primary analysis and de-multiplexing

Base call files for each cycle of sequencing were generated by Illumina Real Time Analysis (RTA) software. The base call files and run folders were streamed to servers maintained at the Minnesota Supercomputing Institute. Primary analysis and de-multiplexing were performed using Illumina’s bcl2fastq v2.20. The result of the bcl2fastq workflow was de-multiplexed FASTQ files for subsequent analysis.

### RNA-seq data generation and analysis

2 × 35 bp FastQ paired-end reads for 24 samples (*n* = 17.9 million average per sample) were trimmed using Trimmomatic (v 0.33) enabled with the optional “-q” option; 3 bp sliding-window trimming from 3′ end requiring minimum Q30. Quality control on raw sequence data for each sample was performed with FastQC. Read mapping was performed via Hisat2 (v2.1.0) using the rat genome (Rnor_6.0) as reference. Gene quantification was done via Feature Counts for raw read counts. Differentially expressed genes were identified using edgeR (negative binomial) feature in CLCGWB (Qiagen, Redwood City, CA) using raw read counts. We filtered the generated list based on a minimum 2× Absolute Fold Change and FDR corrected *p* < 0.05.

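The same filter was applied to the raw counts of 9 hippocampal libraries, 3 per group, from Sham-saline, STZ-saline and STZ-DFO 1% rats. The test was edgeR's quasi-likelihood test after TMM normalization, with all 9 libraries in a single fit and Benjamini-Hochberg adjustment over the 14508 genes kept by filterByExpr. With this test 0 genes passed an FDR of 0.05 in either comparison, with or without the 2-fold criterion. At an unadjusted p-value under 0.05, 731 genes differed between STZ-saline and Sham-saline rats (518 higher, 213 lower) and 499 between STZ-DFO 1% and STZ-saline rats (366 higher, 133 lower), where 725.4 are given by chance if no gene differs. The gene with the smallest p-value in the STZ comparison was Itgad. It was at 5.83 ± 0.386 CPM (mean ± SD, n = 3 rats) in Sham-saline and 30.9 ± 8.66 CPM in STZ-saline rats, a log2 fold change of 2.40 (SE 0.35, adjusted p = 0.452). In the DFO comparison it was Aox3, which was at 0.699 ± 0.127 CPM in STZ-saline and 3.06 ± 1.02 CPM in STZ-DFO 1% rats, a log2 fold change of 2.13 (SE 0.42, adjusted p = 0.996). Each SE was computed from the log2 fold change and its F statistic and is an approximation. Replacing the quasi-likelihood test by DESeq2's Wald test moved these counts most, to 96 genes past an FDR of 0.05 in the STZ comparison and 1 in the DFO comparison. With edgeR's exact test they were 84 and 1. The paper names edgeR with the negative binomial, run in CLCGWB, but not which of its tests was used. The 0 genes may thus reflect the choice of test.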

### Ingenuity pathway analysis

Differential gene counts were analyzed using Ingenuity Pathway Analysis (IPA)® software (QIAGEN, Redwood 185 City, CA, USA). Expression fold-changes calculated for the STZ-Sham vs. Sham and STZ-DFO vs. STZ-Sham group comparisons were uploaded to IPA. Analysis settings were specified as rat (species) and nervous system (tissue). Expression fold-change cutoff was predetermined and specified as >1.5 and <−1.5 which yielded approximately 1,000 genes for analysis in each comparison. *p*-values, *z*-scores, and the names of involved canonical disease pathways and functions were automatically calculated by the IPA software and directly exported. 

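When only the fold change was used, 1281 genes were past 1.5-fold between STZ-saline and Sham-saline rats (720 higher, 561 lower) and 1128 between STZ-DFO 1% and STZ-saline rats (988 higher, 140 lower). The filter for low counts moved these numbers most. Among all 20352 genes with at least 1 count, 4964 and 4943 genes were past 1.5-fold in the respective comparisons, and 3779 and 3892 of these had a mean count under 10. With at least 10 counts required in each library, the numbers were 672 and 635.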

The activation state (“increased” or “decreased”) of each involved biological pathway is inferred by the software from the value of the corresponding *z*-score.

### IHC protocol and antibodies

Sections were sliced on a cryostat at 15 μm (Leica Biosystems, IL, USA). Slides underwent a heat-induced antigen retrieval processes and then incubated for an hour in a blocking buffer containing BSA (Sigma; IN, USA) and goat serum (Life Technologies; MA, USA) in a 1X PBS solution with Tween 20 (Sigma; IN, USA). Primary antibodies included Iba1 (Wako), CD68 (BioRad), GFAP (Abcam), NeuN (EMD Millipore), Caspase 3 (ThermoFisher), and Cleaved PARP1 (ThermoFisher). Slides were triple-labeled with combinations of Iba1, GFAP, and CD68, or NeuN, PARP, and Caspase3. All primary and secondary antibodies were diluted to 1:250 and 1:500, respectively, in blocking buffer. Primary antibodies were incubated overnight at 4°C. Secondary antibodies were incubated at room temperature and shielded from light for 1.5 h. Slides were cover-slipped using Fluoro Shield with DAPI (ThermoFisher).

### IHC image acquisition and analysis

Slides were imaged on an Olympus FV3000 confocal microscope using Fluoview software. The three antibodies on each slide had different absorbances and representative colors as follows: green (PARP), red (NeuN), and yellow (Caspase3), or green (Iba1), red (GFAP), and yellow (CD68). Images were taken using the Multi-area Time Lapse (MATL) feature at 20× and stitched together. The regions of interest (ROI) was the and hippocampus. Individual targetswere analyzed using Olympus cellSens Dimensions.

### Statistical analyses

For Morris water maze, repeated measures ANOVA with post-tests were used (Systat). ANOVAs with Fishers LSD post-tests were used for all other analyses as appropriate (GraphPad Prism).

## Results

### Behavioral testing

There was a significant difference among all groups in fixed platform MWM performance (Figure 2A) as assessed by repeated measures ANOVA (*p* = 0.013). In the absence of the STZ model, IN DFO treatment alone did not improve performance, though there was a trend toward improvement in line with previous studies (Figure 2A; *p* = 0.15) (Fine et al., 2017). As expected, induction of the ICV STZ model resulted in significantly higher escape latencies compared to controls (*p* = 0.009), an indicator of memory loss in this rodent AD model. Treatment with 1% IN DFO reversed this model effect (*p* = 0.032), with 0.1% DFO treatment trending toward improvement (Figure 1A) but not reaching statistical significance (*p* = 0.23). For moving platform MWM, repeated measures ANOVA detected a significant group effect (*p* = 0.02; Figure 2B). The ICV-STZ model caused significantly increased escape latency compared to controls (*p* = 0.004) that was rescued with 1% DFO treatment (*p* = 0.042) but not 0.1% DFO treatment (*p* = 0.174, Figure 2B). Representative track plots for a single trial for a single rat from each treatment group can be seen in Supplementary Figure 1. There were no significant differences between any treatment groups for tapered balance beam, optomotor, or open field tests (data not shown).

**Figure 2:**
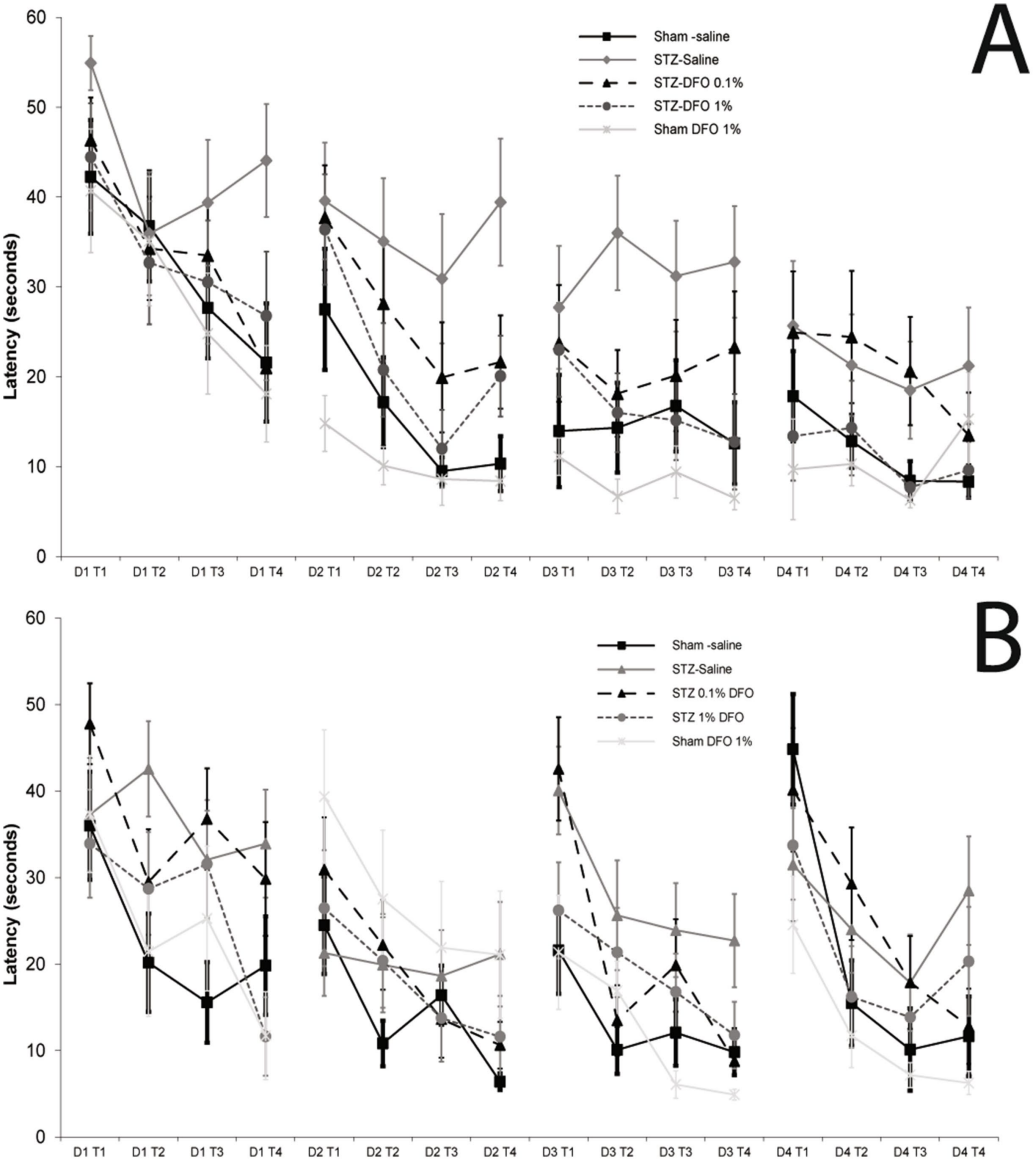
Morris water maze data with fixed platform **(A)** and moving platform **(B)** for sham and ICV-STZ model mice treated with intranasal saline or DFO. Concentrations of DFO were 0.1 and 1% solutions and mice were treated 5×/week for 5 weeks. Repeated measures ANOVA showed that there was a clear model effect of the ICV-STZ treatment, and that treatment with 1% IN DFO significantly decreased escape latency as compared to controls (*p* < 0.05), while treatment with 0.1% DFO did not.

### Neuroinflammation

Out of 27 targets assessed by the Millipore Sigma™ cytokine array, 22 were detectable, and six were significantly changed (Figures 3A–F; histograms only shown for the six markers with significant statistical changes among treatment groups). STZ model induction resulted in significantly decreased levels of GM-CSF (*p* = 0.047), a neuroprotective cytokine (Schabitz et al., 2008; Kosloski et al., 2013), an effect reversed with 1% DFO treatment (*p* = 0.05, Figure 3A). STZ-treated animals likewise had significantly lower IL-13 (*p* = 0.035, Figure 3B), Fractalkine (*p* = 0.042, Figure 3E), and RANTES (*p* = 0.042, Figure 3D), cytokines that all play a significant anti-inflammatory or neuroprotective role (Quarta et al., 2020; Wang et al., 2021; Tripathy et al., 2010). Supporting these findings, STZ rodents had significantly elevated levels of TNF-α (*p* = 0.003, Figure 3F), a prominent pro-inflammatory cytokine (Habbas et al., 2015). In addition, 1% DFO treatment resulted in significantly increased IL-10 levels (*p* = 0.004, Figure 3C), a cytokine potentially involved in contributing to suppression of neuroinflammatory damage caused by induction of the ICV-STZ model, while RANTES was significantly increased in the 0.1% DFO group. Histograms for markers without significant changes are included in Supplementary Figure 2.

**Figure 3:**
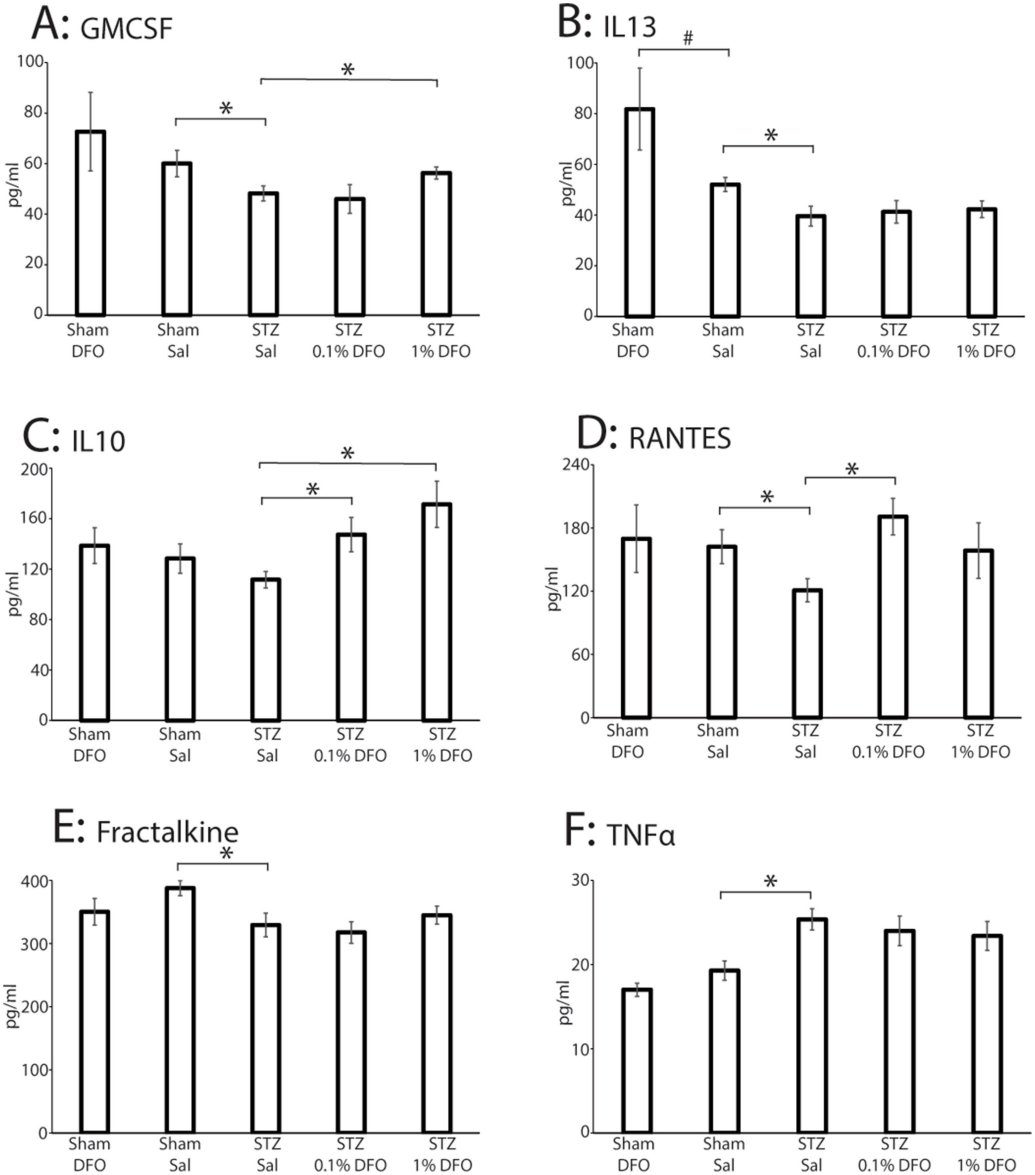
Mulitplex data from a panel of 27 inflammatory markers performed on hippocampal tissue from sham or ICV-STZ rats treated with intranasal saline or DFO. Data are only shown for the six markers with significant differences as measured with ANOVA with post-tests (*p < 0.05, #*p* < 0.1). **(A)** GMCSF, **(B)** IL13, **(C)** IL10, **(D)** RANTES, **(E)** Fractalkine, **(F)** TNFα. Sample sizes for each group are as follows: Sham-DFO = 7, Sham-Sal = 8, STZ-Sal = 12, STZ-0.1% DFO = 11, STZ-1% DFO = 11.

Neuroinflammation was also assessed within the hippocampus using three well-established immunohistochemical markers—Iba1 (Dos Santos et al., 2020) (staining for microglia, Figures 4B,D), CD68 (Majkutewicz et al., 2018) (staining for reactive microglia, Figures 4B,E), and GFAP (Chen et al., 2018) (staining for reactive astrocytes, Figures 4B,F). Quantities were expressed as percent area fraction. Although there was no clear change with CD68, there was a statistically insignificant trend for GFAP and Iba1 to decrease with DFO treatment (*p* = 0.077 for Iba1).

**Figure 4:**
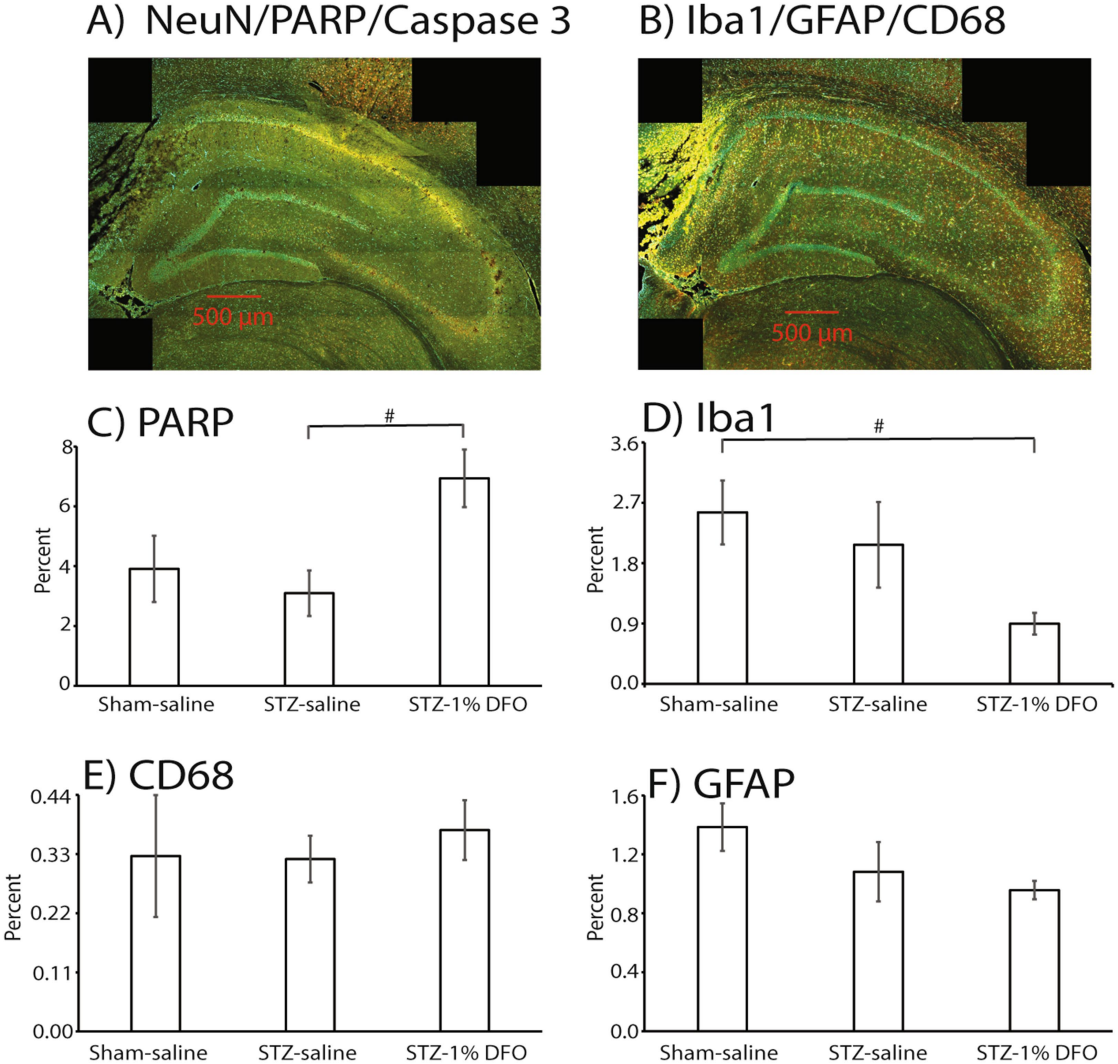
Immunohistochemical analyses of hippocampus in rats with either sham surgery or an ICV-STZ model of memory impairment at 14 days after model induction. A representative brain slice for imaging with PARP, NeuN, and Caspase 3 is in Panel **(A)**, while a slice with Iba1, CD68, and GFAP is included in panel **(B)**. The three antibodies on each slide had different absorbances and representative colors as follows: green (PARP), red (NeuN), and yellow (Caspase3), or green (Iba1), red (GFAP), and yellow (CD68). Both images are from an STZ rat treated with DFO (1%). Histograms are included and expressed as percent area fraction for PARP **(C)**, Iba1 **(D)**, CD68 **(E)**, and GFAP **(F)**. Sample size is 3/group, and # = *p* < 0.1. ANOVA with post-tests showed an insignificant trend toward a treatment effect with DFO for PARP and Iba1.

### Neuronal injury

Neuronal injury was assessed with IHC for three markers: NeuN (Chen et al., 2018) (a neuronal marker), activated Caspase-3 (Du et al., 2015) (a marker of cell apoptosis), and PARP (a marker of DNA damage and repair). There was a significant trend for DFO to increase levels of PARP in hippocampus (*p* = 0.08, Figures 4A,C), which may have been more significant with a bigger sample size. Differences among treatment groups were not detected for NeuN and Cas3 with ANOVA (data not shown).

### RNA-sequencing analysis

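The RNA-seq conclusions compare hippocampal RNA from Long Evans rats given ICV STZ, or the sham procedure, and then IN saline or IN DFO 1% (0.3 mg per dose) on 5 days per week for 5 weeks. The libraries analysed here came from 3 Sham-saline, 3 STZ-saline and 3 STZ-DFO 1% rats, each sequenced as a separate library. The paper reports 24 sequenced samples, and the other samples were not analysed here. The authors trimmed paired reads of 35 bp, mapped them to the rat genome with Hisat2 and counted reads per gene, and the work here started from their raw counts for 30084 gene symbols. Total counts ranged from 10426050 to 11843156 in Sham-saline (median 10475116), from 9995617 to 13892229 in STZ-saline (median 10965542) and from 11145361 to 14109301 in STZ-DFO 1% rats (median 11651436). The paper gives an average of 17.9 M reads per sample for its 24 samples, and the totals used here are reads counted on genes, with a mean of 11.6 M (SD 1.48 M, n = 9). Between 17346 and 17884 genes had at least 1 count in a library, and the 10 genes with the most counts took 9.71% to 15.0% of it. Sample labels carry a batch code of unstated meaning, M3B1 for 2 rats and M3B2 for 1 rat in each group, so the code is balanced across groups. Between pairs of libraries the chi-square per degree of freedom of the counts was 10.1 to 53.1 within groups and 7.31 to 58.8 over all pairs, so no library is a copy of another, and the biological coefficient of variation was 20.8%. Choices that could change the numbers are the test, the filter for low counts, the rats included and covariates for batch code or tissue content.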

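The paper's supplement lists no members of a neuroinflammation pathway, so a list of 40 neuroinflammation genes was written before the data were examined, of which 38 were in the table, 37 had counts and 33 passed the filter. In STZ-saline against Sham-saline rats, 32 of the 33 genes were higher, with a mean log2 fold change of 1.18 (camera with an inter-gene correlation of 0.01, p = 2.28e-46). Genes in a list are not independent replicates, and the p-value moved most when the test allowed for that: it was 0.00688 with the inter-gene correlation estimated from the data and 0.0101 with rotations (fry). Of the 33 genes, 23 were past 1.5-fold (Fisher's exact test, two-sided p = 1.85e-17, odds ratio 24.2). Per rat, the mean log2 CPM of the list was 2.94 ± 0.117 in Sham-saline and 3.88 ± 0.358 in STZ-saline rats (mean ± SD, n = 3), with each STZ-saline rat above each Sham-saline rat. The difference was 0.93 (exact permutation test, two-sided p = 0.1, the smallest p that 3 against 3 rats can give). It was 1.17 within batch code M3B1 and 0.46 within M3B2, which has 1 rat per group.

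**Figure D1:**
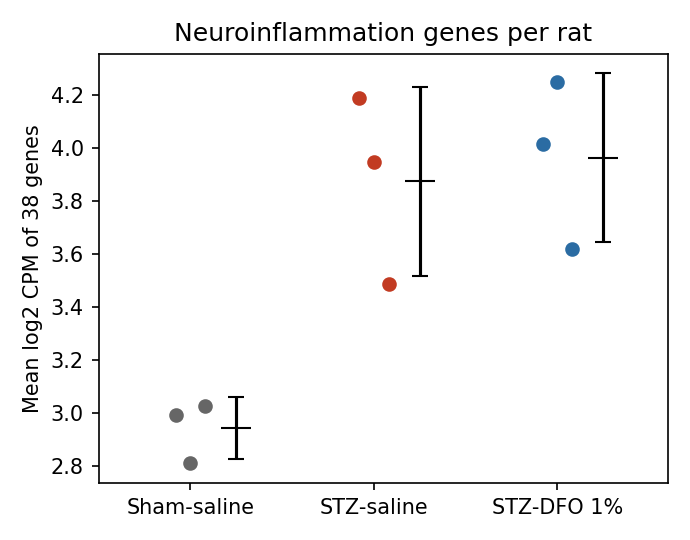
Mean log2 CPM of the 38 neuroinflammation genes in the table in each rat of the Sham-saline, STZ-saline and STZ-DFO 1% groups (n = 3 per group). Points are rats, and the black marks give the group mean with bars of 1 SD.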

RNA-seq pathway analysis demonstrated that compared to controls, the STZ transcriptome featured significant involvement of the neuroinflammatory pathway (*p* = 6.82E−11). Upon more detailed functional analysis, a number of neurological disease-related pathways and networks were engaged in the STZ model (Table 1 and Supplementary Table 1). 

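All 47 molecules of Supplementary Table 1 were found in the counts by symbol, but Cxcl2 had 0 counts in every library and so no fold change. Between STZ-saline and Sham-saline rats, 43 of them were past 1.5-fold (30 higher, 13 lower). At an unadjusted p-value under 0.05 there were 22, and 0 had an adjusted p-value under 0.05 when all genes with at least 1 count were tested without a filter. Adjusted over the 47 molecules alone, 9 did, but the list was chosen by the paper from these same data and so shows no stability. For 22 of the 47, every STZ-saline rat lay on one side of every Sham-saline rat. Chance gives 10% in genes not selected on these rats, but these were, so the numbers are not comparable. The median of the mean counts was 18.3, and 18 molecules had a mean count under 10. Filtering by expression first moved the numbers most: 30 of the 47 were kept and 28 of these were past 1.5-fold. From p-values and z-scores that its pathway software calculated for genes past a fold-change cutoff, the paper states that functions related to neurological disease were engaged.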

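For viability of neurons, 13 molecules are listed in the paper's supplement: 9 were past 1.5-fold higher and 3 lower in STZ-saline than in Sham-saline rats, 7 at an unadjusted p-value under 0.05, and 5 had a mean count under 10. For hippocampal neurons, 4 of 5 molecules were higher and 1 lower. Among the molecules listed with the most counts, Igf2 was at 376 ± 308 CPM (mean ± SD, n = 3 rats) in Sham-saline and 134 ± 113 CPM in STZ-saline rats, a log2 fold change of -1.48 (SE 0.92, adjusted p = 0.921). Igf2 followed the level of choroid plexus genes across the 9 rats with group means removed (r = 0.98), and its groups overlapped. Hspb1 was at 10.4 ± 5.04 CPM in Sham-saline and 31.0 ± 16.9 CPM in STZ-saline rats, a log2 fold change of 1.58 (SE 0.43, adjusted p = 0.415), with overlapping groups. For degeneration of brain, 3 of 4 molecules were higher and 1 lower, and for degeneration of nervous system 6 of 8 were higher and 2 lower, 4 of the 8 with a mean count under 10. In Sham-saline and STZ-saline rats, the molecules with the most counts were Igf1 (2.01 ± 0.654 and 6.40 ± 2.68 CPM, log2 fold change 1.65, SE 0.59, adjusted p = 0.826), Cntf (4.28 ± 1.01 and 6.74 ± 1.12 CPM, log2 fold change 0.65, SE 0.27, adjusted p = 0.921) and Osmr (1.07 ± 0.630 and 1.94 ± 1.09 CPM, log2 fold change 0.86, SE 0.57, adjusted p = 0.921). All STZ-saline rats were above all Sham-saline rats for Igf1 and Cntf, and the groups overlapped for Osmr.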

As expected, STZ reduced cell viability of neurons (*p* = 0.04) and specifically, hippocampal neurons (*p* = 0.005), and increased measures of neurodegeneration of brain (*p* = 0.05) and nervous system (*p* = 0.03). STZ caused activation of neuroglia (*p* = 0.01), proliferation of neuroglia (*p* = 0.007), and increased cell movement (*p* = 0.05), as well as more generalized proliferation of brain cells (*p* = 0.008) and CNS cells (*p* = 0.01). 

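Of the 4 molecules listed for activation of neuroglia, 3 were past 1.5-fold higher in STZ-saline rats and 1 lower. Sham-saline and STZ-saline values (mean ± SD, n = 3 rats) were, for the 3 with the most counts, Cx3cr1 (21.3 ± 2.78 and 33.1 ± 3.54 CPM, log2 fold change 0.63, SE 0.25, adjusted p = 0.921), Cdkn1c (18.5 ± 13.6 and 9.39 ± 5.35 CPM, log2 fold change -0.97, SE 0.60, adjusted p = 0.921) and P2rx7 (5.24 ± 1.79 and 8.97 ± 0.939 CPM, log2 fold change 0.77, SE 0.31, adjusted p = 0.921). The groups overlapped for Cdkn1c. For proliferation of neuroglia, 8 of 13 molecules were higher and 4 lower, 7 had an unadjusted p-value under 0.05, and Cxcl2 had 0 counts. Here the most abundant molecules were Gfap (826 ± 100.3 and 2232 ± 726 CPM, log2 fold change 1.43, SE 0.25, adjusted p = 0.209), Vim (67.0 ± 12.1 and 176 ± 66.9 CPM, log2 fold change 1.39, SE 0.25, adjusted p = 0.209) and Fn1 (log2 fold change 0.74, SE 0.18, adjusted p = 0.302), each higher in all 3 STZ-saline rats than in any Sham-saline rat. With DESeq2's Wald test the adjusted p-value was 0.000309 for Gfap and 0.000558 for Vim. With the batch code as a covariate in the quasi-likelihood test it was 0.0109 and 0.0428. Of 15 alternatives, 10 for Gfap and 11 for Vim left the adjusted p-value at 0.05 or more. For proliferation of brain cells, 6 of 8 molecules were higher and 1 lower, 5 with a mean count under 10. Apart from Igf1, the most abundant were Grn (69.6 ± 3.97 and 139 ± 33.3 CPM, log2 fold change 1.00, SE 0.24, adjusted p = 0.307) and Tgfb1 (8.95 ± 1.95 and 16.9 ± 2.07 CPM, log2 fold change 0.91, SE 0.25, adjusted p = 0.395), both without overlap of the groups. For proliferation of CNS cells, 6 of 9 molecules were higher and 1 lower. No molecules are listed for cell movement, which was not analysed here.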

Likewise, STZ induced activation of neurons (*p* = 0.01) and increased quantities of neurotransmitters (*p* = 0.007) potentially suggestive of excitotoxicity.

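For activation of neurons, 3 of the 6 listed molecules were past 1.5-fold higher in STZ-saline rats and 3 lower, with 3 under a mean count of 10. Pomc was at 107 ± 164 CPM (mean ± SD, n = 3 rats) in Sham-saline and 3.87 ± 1.32 CPM in STZ-saline rats, a log2 fold change of -4.80 (SE 1.11, adjusted p = 0.290). The Pomc value rests mainly on Sham-saline rat 90, which had 3015 counts against 223 and 53 in Sham-saline rats 100 and 112, and the groups overlapped. The same 3 rats had 1638, 467 and 7 counts of the pituitary gene Gh1. Ret was at 8.63 ± 1.01 CPM in Sham-saline and 16.1 ± 2.91 CPM in STZ-saline rats, a log2 fold change of 0.89 (SE 0.24, adjusted p = 0.416), without overlap. Cartpt was at 9.93 ± 6.08 CPM in Sham-saline and 6.00 ± 2.78 CPM in STZ-saline rats, a log2 fold change of -0.72 (SE 0.52, adjusted p = 0.921), with overlap. For quantity of neurotransmitter, 5 of 5 molecules were higher, 2 of them at an unadjusted p-value under 0.05. The 3 with the most counts were Nts (25.2 ± 4.64 and 39.6 ± 7.81 CPM, log2 fold change 0.65, SE 0.35, adjusted p = 0.921), Tlr4 (1.43 ± 0.211 and 2.96 ± 0.290 CPM, log2 fold change 1.04, SE 0.38, adjusted p = 0.872) and Gch1 (0.607 ± 0.325 and 1.83 ± 1.67 CPM, log2 fold change 1.56, SE 0.65, adjusted p = 0.921). Nts and Tlr4 showed no overlap, and the Gch1 groups overlapped.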

**Table 1:** RNA-seq pathways modulated by STZ model induction.

Function/disease	*p*-value	*z*-score
Activation of neuroglia	0.0123	1.964
Activation of neurons	0.0104	0.728
Cell viability of hippocampal neurons	0.00555	−0.943
Cell viability of neurons	0.0365	−0.366
Degeneration of brain	0.0475	0.152
Degeneration of nervous system	0.0294	−0.152
Excitation of neurons	0.0222	0.277
Neurodegeneration	0.0294	−0.152
Proliferation of brain cells	0.00849	−0.555
Proliferation of central nervous system cells	0.0119	−0.128
Proliferation of neuroglia	0.00706	0.832
Quantity of neurotransmitter	0.00773	1.309

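For the comparison of STZ-DFO 1% with STZ-saline rats the paper's supplement lists 95 molecules, of which 92 were found by symbol. Of these, 90 were past 1.5-fold (76 higher, 14 lower), 26 at an unadjusted p-value under 0.05, and 0 at an adjusted p-value under 0.05 over all genes. Adjusted over the listed molecules alone the number was 2, again for a list chosen from the same data. The groups did not overlap for 29 molecules (chance gives 10% in genes not selected on these rats), and 37 had a mean count under 10. After filtering by expression, the setting that moved these numbers most, 57 were kept and 56 were past 1.5-fold. A total of 13 molecules are listed for both comparisons. Of these, 6 changed in opposite directions (Ctf1, Igf2, Il6, Ntf4, Ppp1r17 and Ptgdr2) and 7 did not. All 6 of the first set were past 1.5-fold in both comparisons, as were 5 of the 7 others. Mean counts were under 10 for 6 of the 13, 3 in each set. The STZ-saline rats enter both comparisons, with opposite signs.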

RNA-seq analysis also demonstrated that 1% DFO treatment reduced and reversed much of the engagement of these pathways (Table 2 and Supplementary Table 2). 

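Between STZ-DFO 1% and STZ-saline rats, the molecules that the paper lists for injury of neurons were past 1.5-fold higher in 4 of 4 and those for injury of nervous system in 6 of 6. For neurodegeneration 9 of 10 were higher and 1 lower, for degeneration of cells 7 of 8 and 1, and for degeneration of neurons 6 of 7 and 1. For damage of neurons 5 of 6 were higher and 1 lower, for damage of nervous system 6 of 7 and 1, and for brain damage 5 of 5 were higher. An unadjusted p-value under 0.05 was reached by 1 molecule for each of both injury functions, damage of neurons and damage of nervous system, and by 0 for neurodegeneration, both other degeneration functions and brain damage. Of the 10 neurodegeneration molecules, 5 had a mean count under 10. STZ-saline and STZ-DFO 1% values (mean ± SD, n = 3 rats) are given for the 3 most abundant molecules of injury of neurons and damage of nervous system (Igf2, Igf1 and Fgf2) and of neurodegeneration (Igf1, Fgf2 and Osmr). They were Igf2 (134 ± 113 and 461 ± 324 CPM, log2 fold change 1.78, SE 0.93, adjusted p = 0.931), Igf1 (6.40 ± 2.68 and 9.69 ± 7.20 CPM, log2 fold change 0.61, SE 0.54, adjusted p = 0.931), Fgf2 (4.89 ± 0.637 and 7.51 ± 4.96 CPM, log2 fold change 0.63, SE 0.45, adjusted p = 0.931) and Osmr (1.94 ± 1.09 and 3.44 ± 1.48 CPM, log2 fold change 0.85, SE 0.51, adjusted p = 0.931). Every STZ-DFO 1% rat was above every STZ-saline rat for Igf2, whose level followed choroid plexus genes, and the groups overlapped for the other 3. Over fits that each left out 1 rat, the log2 fold change ranged from 1.03 to 2.51 for Igf2 and from 0.015 to 1.08 for Igf1. It ranged from 0.18 to 1.07 for Fgf2 and from 0.48 to 1.38 for Osmr. How the pathway software derives a decrease from these directions was not analysed here.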

The transcriptome of DFO-treated animals compared to STZ-saline animals demonstrated decreased neuronal injury (*p* = 0.001), nervous system injury (*p* = 0.01), neurodegeneration (*p* = 0.003), cell degeneration (*p* = 0.01), neuronal degeneration (*p* = 0.03), neuron damage (*p* = 0.005), brain damage (*p* = 0.03), and nervous system damage (*p* = 0.02). In addition, DFO treatment resulted in robustly increased networks associated with neuronal viability (*p* = 0.03), hippocampal neuron (*p* = 0.03) and cell viability (*p* = 0.007), nervous system differentiation (*p* = 0.03), CNS differentiation (*p* = 0.03), and CNS development (*p* = 0.007).

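Among molecules listed for viability of neurons, 10 of 13 were past 1.5-fold higher in STZ-DFO 1% rats and 3 lower. Of these 13, 5 had a mean count under 10 and 3 had an unadjusted p-value under 0.05. For hippocampal neurons 3 of 4 were higher and 1 lower, and for hippocampal cells 4 of 5 and 1, with 0 at an unadjusted p-value under 0.05 for either. Besides Igf2 and Igf1, the most abundant was Tgm2, which was at 13.5 ± 5.81 CPM (mean ± SD, n = 3 rats) in STZ-saline and 21.7 ± 1.22 CPM in STZ-DFO 1% rats, a log2 fold change of 0.69 (SE 0.31, adjusted p = 0.931), without overlap of the groups. Marker genes of neurons, which measure RNA and not viability, were not raised in this comparison. Their mean log2 fold change was -0.15 (2 of 12 genes higher), and that of markers of hippocampal neurons was -0.12 (1 of 8 higher). Per rat, the groups overlapped for both lists. For differentiation of nervous system, 26 of 27 molecules were found, 22 higher and 3 lower, 8 of them at an unadjusted p-value under 0.05. For development of central nervous system 59 of 62 were found, 50 higher and 7 lower, 17 at an unadjusted p-value under 0.05. The 3 most abundant for differentiation were Enpp2 (506 ± 402 and 1200.2 ± 278 CPM, log2 fold change 1.24, SE 0.83, adjusted p = 0.931), Mdk (83.3 ± 62.4 and 191 ± 135 CPM, log2 fold change 1.20, SE 0.73, adjusted p = 0.931) and Vtn (20.7 ± 2.01 and 31.3 ± 20.0 CPM, log2 fold change 0.59, SE 0.34, adjusted p = 0.931). Those for development were Mdk, Slc1a2 (128 ± 9.86 and 194 ± 132 CPM, log2 fold change 0.61, SE 0.45, adjusted p = 0.931) and Aqp1 (34.0 ± 36.9 and 96.8 ± 44.2 CPM, log2 fold change 1.51, SE 1.14, adjusted p = 0.931). Only Enpp2 showed no overlap of the groups among these 5. Over fits that each left out 1 rat, the log2 fold change ranged from 0.076 to 1.04 for Slc1a2 and from -0.043 to 0.94 for Vtn. It ranged from 0.74 to 1.90 for Enpp2, from 0.44 to 1.98 for Mdk and from 0.94 to 2.73 for Aqp1. Across the 9 rats with group means removed, Enpp2, Aqp1 and Mdk followed the level of choroid plexus genes (r = 0.998, 0.997 and 0.912). With that level as a covariate the log2 fold change of Aqp1 was -0.094, and without the STZ-DFO 1% rat of batch code M3B2 that of Vtn was -0.043. Over all alternatives the lowest log2 fold changes were 0.12 for Enpp2 and 0.059 for Mdk, below their values in any fit that left out 1 rat.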

**Table 2:** RNA-seq pathways modulated by DFO treatment within the STZ model.

Function/disease	*p*-value	*z*-score
Injury of neurons	0.00164	−1.924
Damage of hippocampal neurons	0.0025	
Degeneration of nervous system	0.00277	−1.614
Neurodegeneration	0.00277	−1.765
Chemotaxis	0.00306	2
Proliferation of central nervous system cells	0.00333	1.213
Damage of neurons	0.00586	−1.051
Development of central nervous system	0.0066	2.145
Cell viability of hippocampal cells	0.00724	1.457
Degeneration of cells	0.0111	−1.294
Injury of nervous system	0.0122	−2.366
Damage of nervous system	0.0156	−1.623
Proliferation of brain cells	0.0255	1.664
Cell viability of hippocampal neurons	0.0286	1.176
Degeneration of neurons	0.0295	−1.709
Brain damage	0.0316	−2.191
Differentiation of nervous system	0.0319	1.961
Cell viability of neurons	0.0327	2.378

## Discussion

Intranasal (IN) deferoxamine (DFO) has emerged as an increasingly promising therapeutic for neurodegenerative diseases, especially AD (Kosyakovsky et al., 2021; Farr and Xiong, 2021). It has shown robust, widespread efficacy between multiple research groups and across multiple preclinical models of disease, with evidence that it reaches the brain predominantly via the olfactory route (Kosyakovsky et al., 2019). As we demonstrate herein, a low dose of 1% IN DFO rescues cognitive deficits in the ICV-STZ rat model, reversing hippocampal neuronal loss, neuronal apoptosis, and multiple markers of neuroinflammation. The behavioral data in this study demonstrate that a daily dose of 1% IN DFO is beneficial for memory retention in the ICV-STZ model of sporadic AD, while the 0.1% IN DFO did not have the same effect. This data supports Fine et al. (2017), in which IN DFO given at 10% was beneficial in the same model, and sets a clear dose response with a lower limit of benefit. The 1% DFO dose did not have an effect on vision, motor coordination, or anxiety as measured by optomotor, tapered balance beam, or open field tests, respectively. This differs from the data in Fine et al. (2017) for the tapered balance beam, in which the 10% DFO dose did show benefit, supporting evidence for a dose–response for motor coordination.

The results of the cytokine array multiplex data confirm previous studies that have suggested that STZ-induced hippocampal dysfunction involves a pro-neuroinflammatory milieu (Grieb, 2016; Dos Santos et al., 2020), and that DFO acts to counter neuroinflammation. The ICV-STZ model decreased anti-inflammatory cytokines including FKN (fractalkine), IL13 (interleukin 13), RANTES (Regulated on Activation, Normal T cell Expressed and Secreted), and GMCSF (granulocyte macrophage colony stimulating factor) while promoting the pro-inflammatory cytokine, TNFα (tumor necrosis factor α). Intranasal DFO promoted the expression of IL10 (interleukin 10) and GM-CSF, which are both anti-inflammatory. Some of these results are supported in other studies of both ICV-STZ rats and other models of Alzheimer’s disease. Kumar et al. (2017) showed that the overexpression of TNF-α is caused by the overactivation of microglia and astrocytes due to STZ administration. IL13 causes a cascade of signals that downregulates the production of proinflammatory cytokines such as TNF-α (Cuneo and Autieri, 2009), showed benefit in an amyloid mouse model of AD (Kawahara et al., 2012). In an APP/PS1 mouse model, GM-CSF expression decreased amyloid deposition, significantly improved cognitive functioning, decreased cell death, and increased neurogenesis (Boyd et al., 2010). In an STZ-diabetic mouse model, GM-CSF reduced inflammation and promoted healing of STZ-induced fractures (Krakowski et al., 2002). FKN signaling offers neuroprotection in AD pathology by decreasing cell death, inflammation, and tau accumulation and by increasing synaptic plasticity (Finneran and Nash, 2019; Sheridan et al., 2014). Intranasal IL-10 administration in a mouse model of depression resulted in improvement of learning and memory (Worthen et al., 2020). Also, in an STZ-induced diabetic mouse model, IL-10 expression aided in the repair of damage caused by the model and decreased the overall inflammatory response (Cui et al., 2020). Thus, cytokines play an important role in the ICV-STZ model, and DFO acts to counter neuroinflammation.

RNA-sequencing demonstrates that STZ administration engages transcriptomic networks involved in neuronal death and dysfunction accompanied by neuroinflammatory change. These effects were significantly reduced by the neuroprotective transcriptional phenotype associated with DFO treatment. 

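Of the 1281 genes past 1.5-fold between STZ-saline and Sham-saline rats, 430 were past 1.5-fold in the opposite direction between STZ-DFO 1% and STZ-saline rats and 122 in the same direction. The STZ-saline rats enter both comparisons with opposite signs, which by itself favours opposite directions. Of 720 genes raised in STZ-saline rats, 605 were also past 1.5-fold higher in STZ-DFO 1% than in Sham-saline rats, and of 561 lowered genes 77 were also lower. The Sham-saline rats enter both of these comparisons, which by itself favours the same direction. No count expected without a treatment effect is given here, so these counts do not decide for or against a reversal. Across genes, which are not independent replicates, the log2 fold changes of both comparisons had a Pearson correlation of -0.27. The correlation was -0.022 when different STZ-saline rats were used for each comparison.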

The power of transcriptomics stems from this method’s ability to synthesize a vast array of seemingly disparate gene expression data into functional pathways and modules with known correlation to function and disease (Pairo-Castineira et al., 2021; Litvinukova et al., 2020; Grant et al., 2021). As expected, transcriptomic analysis confirmed that the ICV-STZ model creates a cellular environment for increased neuroinflammation and neuronal death compared to normal animals. Conversely, DFO treatment was associated with decreased activation of inflammatory pathways and promotion of pathways involved in cellular survival. These findings support our understanding of both the mechanisms of STZ as a model of AD as well as the therapeutic effects of DFO in this setting (Kosyakovsky et al., 2021; Grieb, 2016).

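For the 33 neuroinflammation genes tested, the mean log2 fold change was 0.12 in STZ-DFO 1% against STZ-saline rats, with 18 genes higher (limma's camera, adjusted p = 0.598), and 1.30 in STZ-DFO 1% against Sham-saline rats, with 31 genes higher (adjusted p = 2.41e-30). Both p-values assume an inter-gene correlation of 0.01. The value estimated for this list was 0.47, so the smaller p-value overstates the evidence. Past 1.5-fold in DFO-treated against STZ-saline rats were 2 of the 33, Cxcl10 and Osmr, both higher. Per rat, the mean log2 CPM of the list was 3.96 ± 0.319 in STZ-DFO 1% rats (mean ± SD, n = 3). It differed from STZ-saline rats by 0.089 (exact permutation test, two-sided p = 0.7), with 0.066 within batch code M3B1 and 0.13 within M3B2. It was 1.02 above Sham-saline rats, without overlap of the groups (exact permutation test, two-sided p = 0.1, the smallest possible). The mean log2 fold change against STZ-saline rats ranged from -0.074 to 0.38 over the 6 fits that each left out 1 rat.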

The IHC data give interesting insight into neuronal injury and inflammation in the hippocampus. The primary mechanism of the STZ model centers on hippocampal injury (Grieb, 2016), with ensuing neuroinflammation and cognitive deficits in ICV STZ rodents. Likewise, the mechanisms of DFO treatment with translational relevance to neurodegenerative disease center on neuroprotection and reducing neuronal injury, pathways underpinning its widespread efficacy across preclinical models of neurological disease. Although four rats were initially used for the two STZ groups, mortality in each group before euthanasia led to a sample size of only three in each group for analysis making it challenging to pick up significant differences with ANOVA. There were still some interesting trends, most notably with PARP. PARP is a nuclear protein tightly linked to the cellular response to oxidative stress and hypoxia (Wang et al., 2019; Abeti and Duchen, 2012; Marti et al., 2020). Intranasal DFO has been shown to strengthen the post-hypoxia and oxidative stress response (Fine et al., 2012; Fine et al., 2015), one of the main mechanisms by which it is believed to be efficacious in neurodegenerative and cerebrovascular disease (Kosyakovsky et al., 2021). In part, this effect has been shown to stem from its impact on PARP activation and engagement of subsequent cellular pathways (Martinez-Romero et al., 2008; Canuelo et al., 2012). In this study, we found that 1% DFO treatment was significantly associated with PARP activation. This finding strengthens our understanding of DFO’s effect on the oxidative milieu, with PARP-modulated hypoxic response induction perhaps underpinning hippocampal neuroprotection (Canuelo et al., 2012; Kosyakovsky et al., 2021).

Regarding the translation of IN DFO to clinical trials, our group recommends the following dosage range based on the effective and well-tolerated rat dosing concentration range of 1–10% DFO with a volume of 30 μL per rat, described both in this paper and several others (Fine et al., 2012; Fine et al., 2015; Fine et al., 2017; Fine et al., 2020). First, when scaling up to human doses it is important to note that mg/kg dosing should not be used since intranasal drugs administered to the upper third of the nasal cavity travel directly from the nose to the brain extracellularly along the olfactory and trigeminal neural pathways. They do not need to first distribute throughout the bloodstream and body and subsequently penetrate the blood–brain barrier to reach their therapeutic targets in the brain. For example, intranasal insulin reaches the cerebrospinal fluid within 10 min without altering the blood levels of insulin or glucose (Born et al., 2002) and has been shown to safely improve memory in healthy adults (160 IU/day) (Benedict et al., 2004), people with type-2-diabetes (40 IU/day) (Novak et al., 2022), and mild cognitive impairment or Alzheimer’s disease (20 or 40 IU/day) (Reger et al., 2006). Intranasal DFO results in brain concentrations that are significantly higher than blood concentrations achieved in the same animals (Kosyakovsky et al., 2019). Second, we recommend initial clinical trials maintain the same effective and well tolerated rat dosing concentration range since exposure to the olfactory and trigeminal cranial nerve endings in the nasal mucosa will be similar in humans. Third, we recommend increasing the volume administered from 30 μL in the rat to 200 μL (100 μL per nostril) in humans since the nasal cavity volumes and nasal mucosa areas are considerably larger in humans. Also, a 100 μL volume per nostril is a well-tested nasal spray volume in humans. For the purpose of successful IN delivery to the olfactory and trigeminal nerve endings, we recommend using a nasal spray device that is capable of reaching the olfactory epithelium at the roof of the nasal cavity. Beginning with 1% DFO in humans and increasing the concentration from there to 10% to assess safety and efficacy is suggested.

Clinical trials of iron chelators for neurodegenerative diseases started many years ago and are still underway. As mentioned previously, an initial clinical trial of DFO for Alzheimer’s disease was published in 1991 and showed promise as a treatment, but was discontinued due to systemic side-effects (Crapper McLachlan et al., 1991). Very recently, a clinical trial of another metal chelator approved for iron overload, deferiprone, was conducted (Ayton et al., 2024). Because it can be delivered orally, it was tested in a clinical trial for Alzheimer’ disease but was correlated with negative outcomes for AD. Although this is not promising for the use of metal chelators as a treatment for AD, it should be noted that there are several differences from DFO including the fact that it is a different drug, delivery was oral, there were systemic side-effects, and the dose was relatively high. In preparation for clinical trials with IN DFO, safety and toxicity studies performed in our lab under the principles of good laboratory practice have shown that there is minimal detrimental effects of IN DFO in rats (Hanson et al., unpublished), and it still seems worthy of pursuit as a treatment.

The failure of many AD therapeutics has been attributed in part to the inadequacy of rodent models (Mullane and Williams, 2019). Ultimately, we do not believe that the ICV-STZ model, which we characterized herein using immunohistochemistry, a cytokine panel, and a novel RNA-seq investigation, captures human AD better than alternate models. However, it offers an alternative to amyloid models with a neurodegenerative and neuroinflammatory milieu in which to test therapeutics. Several of these mechanisms are included in the cascade of ferroptosis (Stockwell, 2022). In this study, we provide the first transcriptomic analysis of IN DFO treatment that confirm its widespread neuroprotective and pro-survival impact on gene networks *in vivo*. These findings will inform dose regimens for future clinical trials of IN DFO and cast additional light on its multimodal mechanisms.

## Data Availability

The RNA sequencing data presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSM8630177; https://www.ncbi.nlm.nih.gov/geo/, GSM8630178; https://www.ncbi.nlm.nih.gov/geo/, GSM8630179; https://www.ncbi.nlm.nih.gov/geo/, GSM8630180; https://www.ncbi.nlm.nih.gov/geo/, GSM8630181; https://www.ncbi.nlm.nih.gov/geo/, GSM8630182; https://www.ncbi.nlm.nih.gov/geo/, GSM8630183; https://www.ncbi.nlm.nih.gov/geo/, GSM8630184; https://www.ncbi.nlm.nih.gov/geo/, GSM8630185. Additionally, the raw data supporting the conclusions of this article will be made available by the authors, without undue reservation, to any qualified researcher.

# Supplementary material for: Low-dose intranasal deferoxamine modulates memory, neuroinflammation, and the neuronal transcriptome in the streptozotocin rodent model of Alzheimer’s disease
**Source:** Front Neurosci. 2025 Jan 13;18:1528374. doi: 10.3389/fnins.2024.1528374

## ***Supplementary Material***

**Supplementary Table 1. RNA-seq molecules affected by STZ model induction**

| <b>Function/Disease</b>                       | <b>Molecules</b>                                                                             |
|-----------------------------------------------|----------------------------------------------------------------------------------------------|
| Activation of neuroglia                       | Cdkn1c,CX3CR1,IL1B,P2rx7                                                                     |
| Activation of neurons                         | CARTPT,IL1B,IL6,OXT,POMC,RET                                                                 |
| Cell viability of hippocampal neurons         | IGF1,IGF2,IL1B,PTGDR2,TRIB3<br>BCL2,CDK1,CNTF,CTF1,HSPB1,IGF1,IGF2,IL1B,                     |
| Cell viability of neurons                     | NTF4,PPP1R17,PTGDR2,REG3A,TRIB3                                                              |
| Degeneration of brain                         | CNTF,IGF1,IL6,TRIB3<br>CNTF,IGF1,IL1B,IL6,NTF4,OSMR,SERPINE1,TRI                             |
| Degeneration of nervous system                | B3                                                                                           |
| Excitation of neurons                         | FAAH,GCK,HSD11B2,KCNS1,SLC2A3<br>CNTF,IGF1,IL1B,IL6,NTF4,OSMR,SERPINE1,TRI                   |
| Neurodegeneration                             | B3                                                                                           |
| Proliferation of brain cells                  | CALCB,GRN,IGF1,IL1A,IL1B,IL6,MELK,TGFB1                                                      |
| Proliferation of central nervous system cells | A2M,CALCB,GRN,IGF1,IL1A,IL1B,IL6,MELK,TG<br>FB1<br>AREG,ASCL2,CXCL2,FAS,FN1,GFAP,IGF1,IL1B,I |
| Proliferation of neuroglia                    | L6,LEPR,LYN,TGFB1,VIM                                                                        |
| Quantity of neurotransmitter                  | GCH1,IL1B,NTS,SLC6A4,TLR4                                                                    |

**Supplementary Table 2. RNA-seq molecules modulated by DFO treatment within the STZ model**

| <b>Function/Disease</b>                       | <b>Molecules</b>                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Injury of neurons                             | ANGPT2,FGF2,IGF1,IGF2                                                                                                                                                                                                                                                                                                                                                                                    |
| Damage of hippocampal neurons                 | FGF2,IGF1,IGF2                                                                                                                                                                                                                                                                                                                                                                                           |
| Degeneration of nervous system                | C6,F2,FGF2,IGF1,IL1RN,IL6,NTF4,OSMR,SERPINE1,TRIB3                                                                                                                                                                                                                                                                                                                                                       |
| Neurodegeneration                             | C6,F2,FGF2,IGF1,IL1RN,IL6,NTF4,OSMR,SERPINE1,TRIB3                                                                                                                                                                                                                                                                                                                                                       |
| Chemotaxis                                    | A2M,LRP2,NTN1,SEMA3F                                                                                                                                                                                                                                                                                                                                                                                     |
| Proliferation of central nervous system cells | A2M,EGF,ERBB2,F2,FGF2,IGF1,IL1RN,IL6,INHBA,MELK                                                                                                                                                                                                                                                                                                                                                          |
| Damage of neurons                             | ANGPT2,DAO,FGF2,IGF1,IGF2,IL6<br>AGTR2,AK8,ALDH1A2,ALDH1A3,AQP1,B3GNT5,BMP5,BMP7,CERS1,COL2A1,COL3A1,CYP26A1,DRD2,DUSP10,EFNA5,EN1,EN2,ENP2,EOMES,EPOR,ERBB2,FGF2,FOXC1,FOXP2,FZD3,GHRHR,GRHL2,GSX1,GSX2,HES3,HPRT1,IGF1,LHX1,LMX1A,LRP2,MDK,MET,mir-124,mir-219,MSX1,NEUROG2,NGFR,NIN,NKX2-1,NMUR2,PAX8,PITX3,POU1F1,PPARG,SLC1A2,SLC6A3,SPAG6,SPHK1,THBS2,TNFRSF1B,TRPV4,VAX1,VTN,WNT5A,ZIC1,ZIC2,ZIC5 |
| Development of central nervous system         |                                                                                                                                                                                                                                                                                                                                                                                                          |
| Cell viability of hippocampal cells           | FGF2,IGF1,IGF2,PTGDR2,TRIB3                                                                                                                                                                                                                                                                                                                                                                              |
| Degeneration of cells                         | C6,F2,FGF2,IL1RN,NTF4,OSMR,SERPINE1,TRIB3                                                                                                                                                                                                                                                                                                                                                                |
| Injury of nervous system                      | ANGPT2,FGF2,IGF1,IGF2,IL1RN,IL6                                                                                                                                                                                                                                                                                                                                                                          |
| Damage of nervous system                      | ANGPT2,DAO,FGF2,IGF1,IGF2,IL1RN,IL6                                                                                                                                                                                                                                                                                                                                                                      |
| Proliferation of brain cells                  | EGF,FGF2,IGF1,IL1RN,IL6,INHBA,MELK                                                                                                                                                                                                                                                                                                                                                                       |
| Cell viability of hippocampal neurons         | IGF1,IGF2,PTGDR2,TRIB3                                                                                                                                                                                                                                                                                                                                                                                   |
| Degeneration of neurons                       | F2,FGF2,IL1RN,NTF4,OSMR,SERPINE1,TRIB3                                                                                                                                                                                                                                                                                                                                                                   |
| Brain damage                                  | FGF2,IGF1,IGF2,IL1RN,IL6<br>ADGRG6,CBLN1,DUSP10,ENPP2,ERBB2,FGF2,GPR157,GSX2,IGF1,INHBA,LMX1A,MCOLN3,MDK,mir-219,NEUROD4,NGFR,NKX2-1,NTF4,PITX3,POU1F1,PPARG,SFRP1,TNFRSF1B,USH2A,VEGFD,VTN,WNT5A                                                                                                                                                                                                        |
| Differentiation of nervous system             | CTF1,FGF2,GDF15,IGF1,IGF2,IL11,NGFR,NTF4,PPP1R17,PTGDR2,REG3A,TGM2,TRIB3                                                                                                                                                                                                                                                                                                                                 |
| Cell viability of neurons                     |                                                                                                                                                                                                                                                                                                                                                                                                          |

**Supplemental Figure 1.** Representative track plots from fixed platform MWM (from various trials on Day 4) were acquired for a single trial from a rat from each treatment group. Data were acquired with Noldus Ethovision tracking software.

A. Sham Saline (Rat #112, Trial 1, Escape Latency=4 sec)

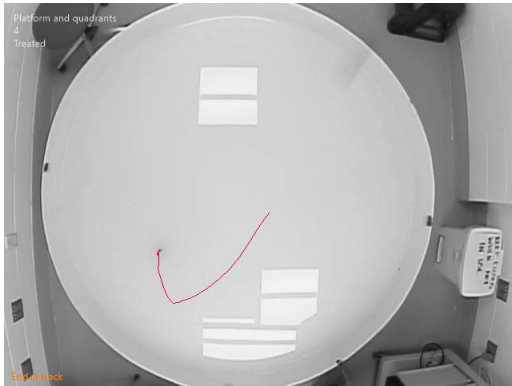

B: STZ-Saline (Rat #119, Trial 4, Escape Latency=60 sec)

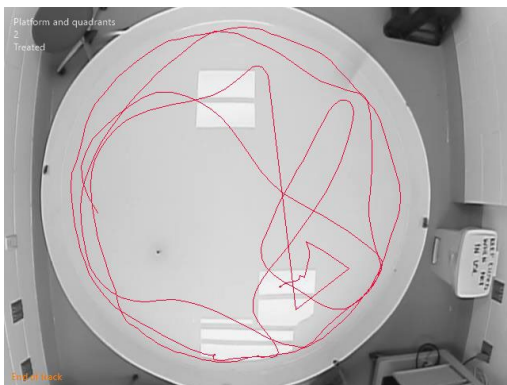

C. STZ-DFO (0.1%) (Rat #115, Trial 2, Escape Latency=6 sec)

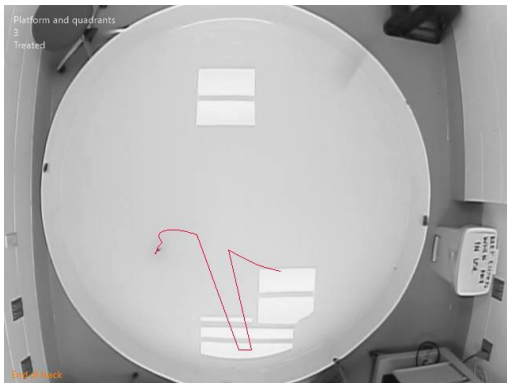

D: STZ-DFO (1%) (Rat #128, Trial 2, Escape Latency-10 sec)

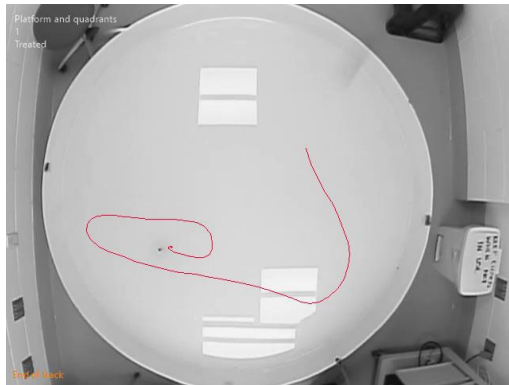

E: Sham- DFO (1%) (Rat #7, Trial 4, Escape Latency=16 sec)

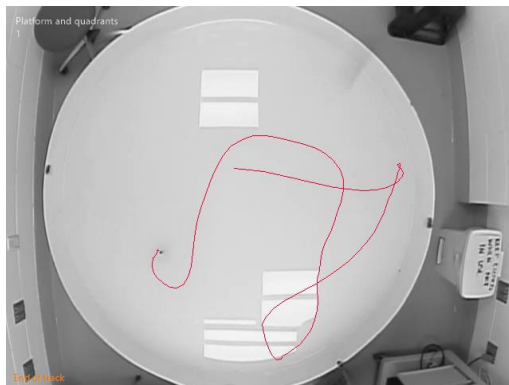

**Supplemental Figure 2.** Histograms of inflammatory markers that were detectable but did not have statistically significant changes between treatment groups. All are labelled by analyte, and the y-axis is pg/ml.

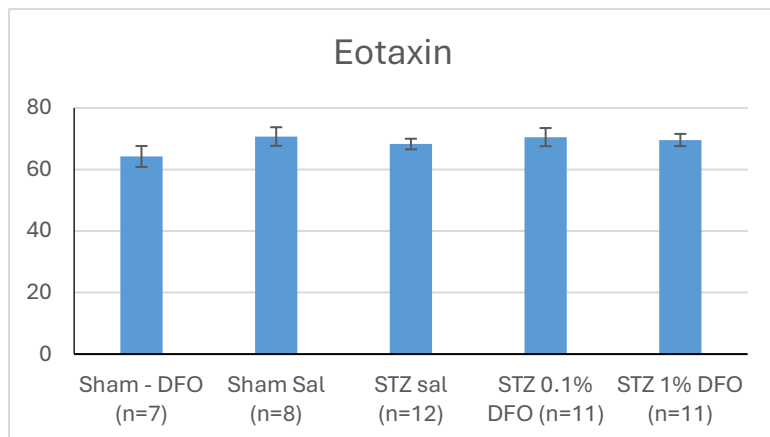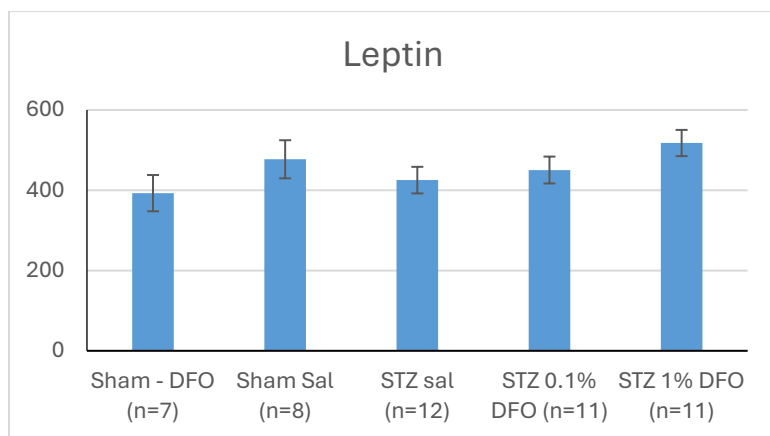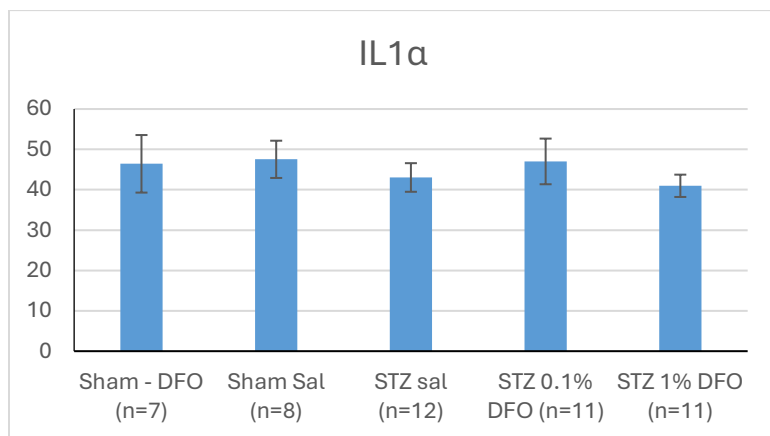

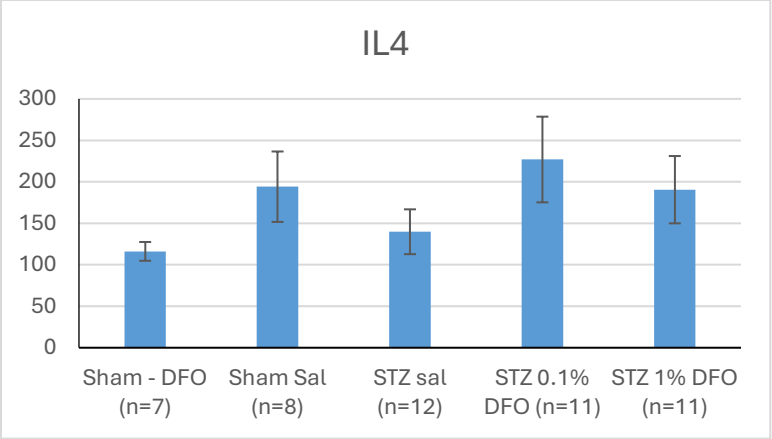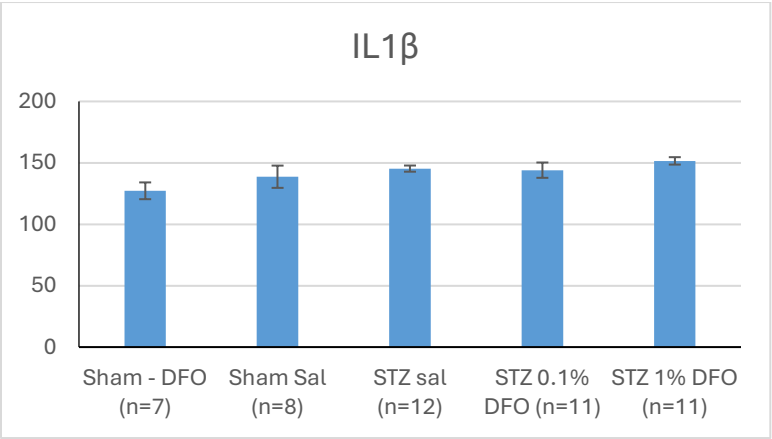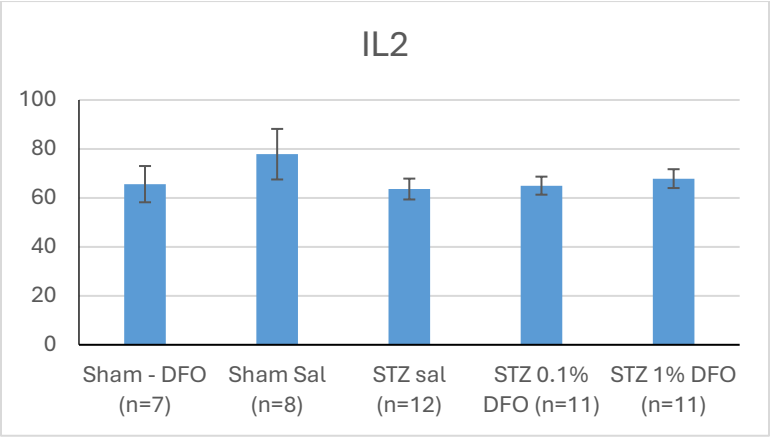

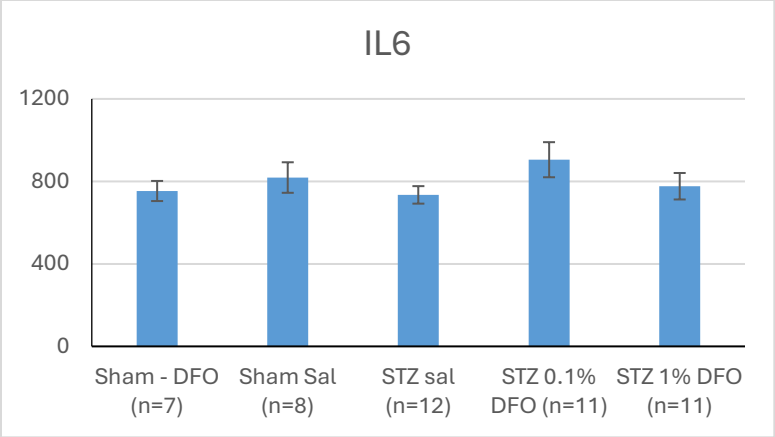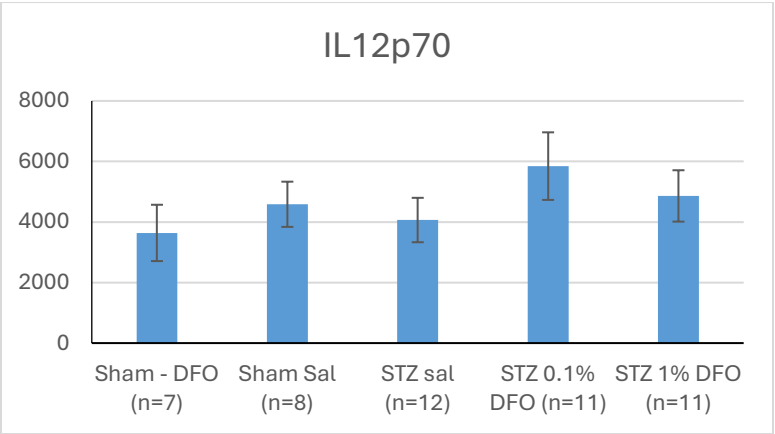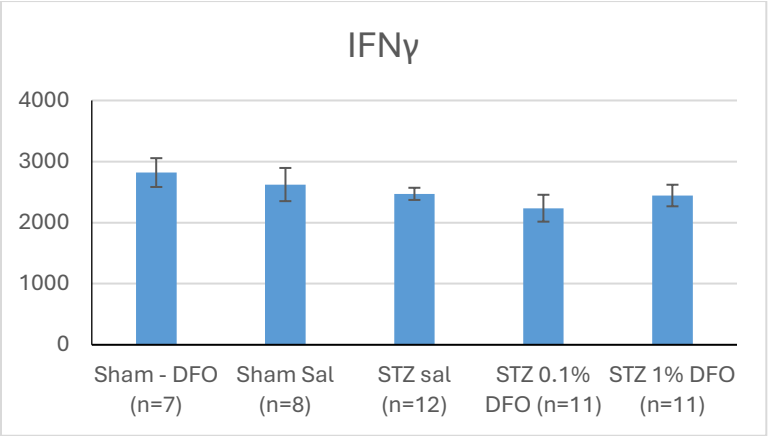

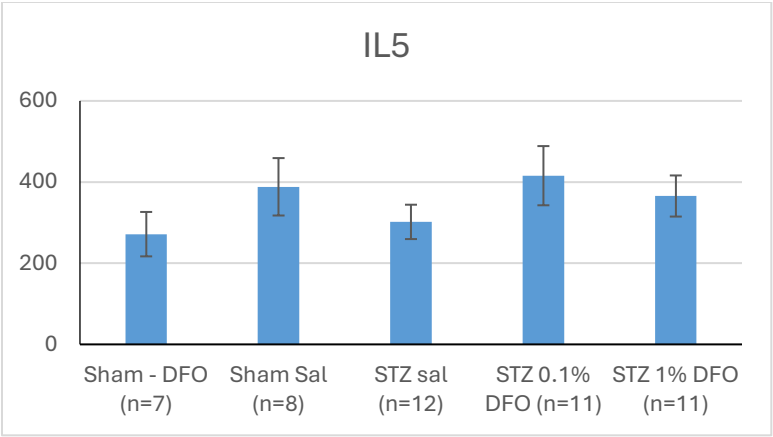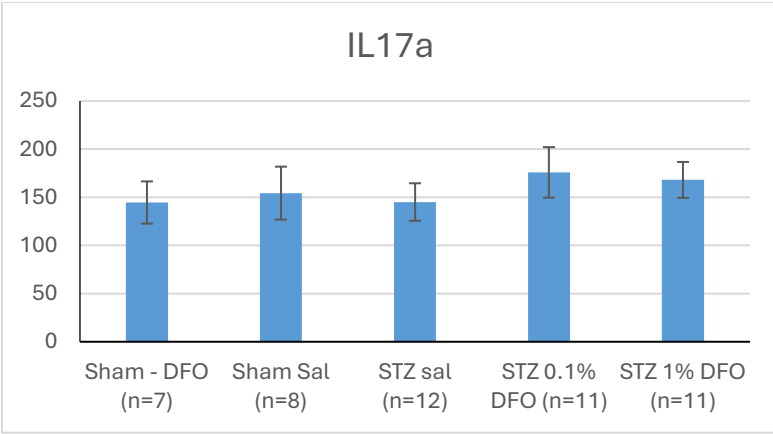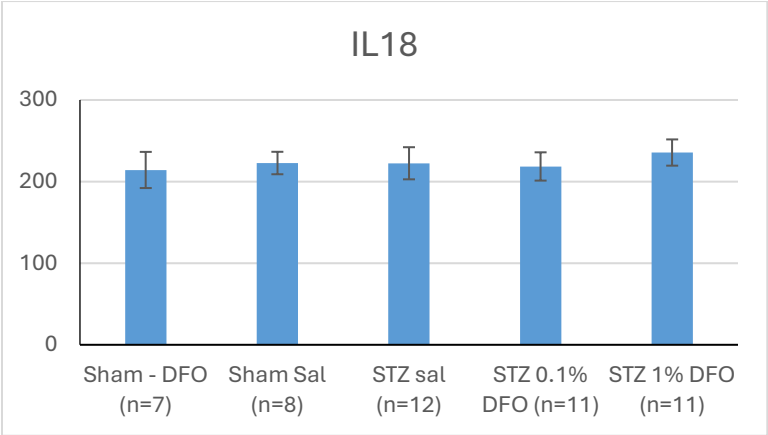

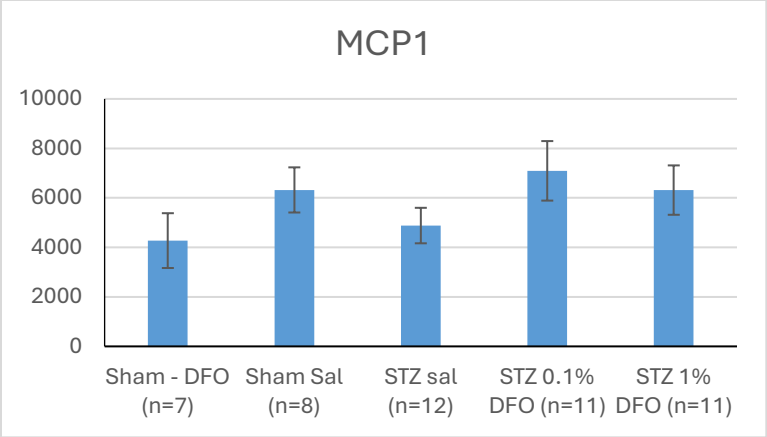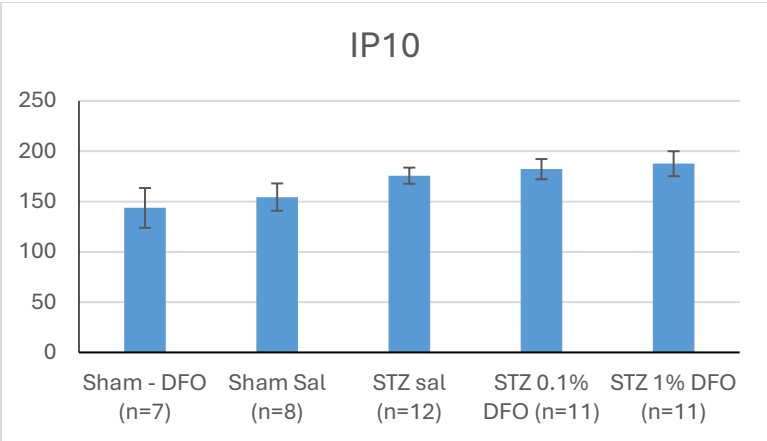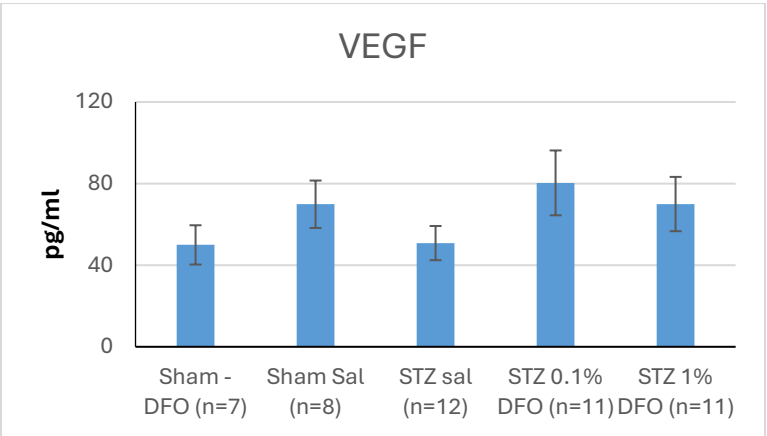

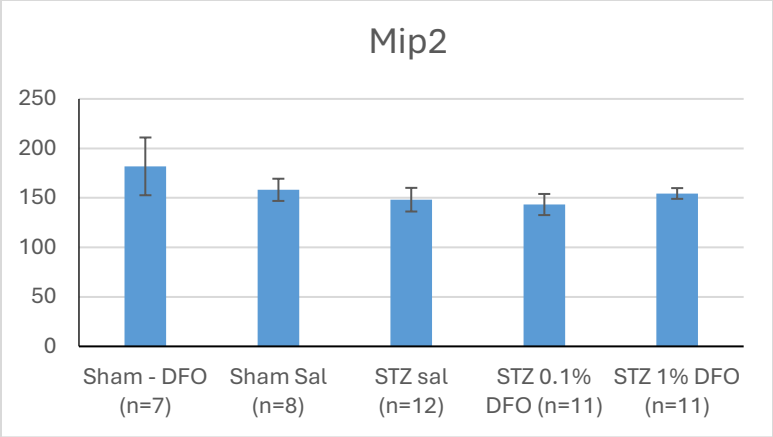

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

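RNA-seq of rat hippocampus was examined in 9 libraries: 3 from Sham-saline, 3 from STZ-saline and 3 from STZ-DFO 1% rats, with each library from a different rat. According to the paper, the authors trimmed the reads with Trimmomatic, mapped them with Hisat2 to the rat genome Rnor_6.0 and counted them per gene with featureCounts. The authors deposited these values as raw counts, 1 whole number per gene symbol and library, without normalization or filtering for expression. The table of 30084 gene symbols held 21 symbols that a spreadsheet program had turned into dates, which were left as they were and named in no result, and 0 columns of the table were left unused. Genes were identified by symbol only, and no coordinates were used.

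Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15. Genes were kept by filterByExpr with its minimum count of 10 (14508 genes), libraries were scaled by TMM, and a negative binomial quasi-likelihood model with 1 mean per group was fitted to all 9 libraries at package defaults, which leaves 6 residual degrees of freedom. The common dispersion was 0.0434. The comparisons tested were STZ-saline against Sham-saline, STZ-DFO 1% against STZ-saline and STZ-DFO 1% against Sham-saline. P-values were adjusted by the Benjamini-Hochberg method within each comparison. Fold changes used a prior count of 0.125. The SE of a log2 fold change was taken as its size divided by the square root of its F statistic, which is an approximation. CPM values were computed from the library totals scaled by TMM, and levels of gene lists per rat are means of log2 CPM with a prior count of 2.

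The molecules of the paper's supplementary tables were tested in a fit of all 20352 genes with at least 1 count, because the filter removes part of them, and 3 listed molecules had no symbol in the table. Molecules given with fold changes in the text are mainly those with the highest mean counts, up to 3 for a function or group of functions, and genes among the 5 smallest p-values in the STZ and DFO comparisons. Other genes are named as members of a list, as called in another setting or because their values stood out. Lists of marker genes for neuroinflammation, cell types and neighbouring tissues were written before the data were examined. These lists were tested with camera at an inter-gene correlation of 0.01, with adjustment over 19 lists, and by an exact permutation test of the level per rat. With 3 against 3 rats the smallest two-sided p of that test is 0.1.

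Totals of counted reads per rat were 10475116 (Sham-saline 90, batch code M3B1), 11843156 (Sham-saline 100, M3B1), 10426050 (Sham-saline 112, M3B2), 10965542 (STZ-saline 91, M3B1), 9995617 (STZ-saline 101, M3B1), 13892229 (STZ-saline 127, M3B2), 14109301 (STZ-DFO 1% 92, M3B1), 11651436 (STZ-DFO 1% 95, M3B1) and 11145361 (STZ-DFO 1% 116, M3B2). At this depth a gene with a mean count under 10 is measured with low precision, and such genes are named as such where they are counted.

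Alternatives set before the data were examined were a fit of only the 6 samples compared, the batch code as a covariate, the choroid plexus level as a covariate, RLE and upper quartile scaling, DESeq2's Wald test, edgeR's exact test, no filter, at least 10 counts in every library, a prior count of 2, a requirement of an FDR under 0.05 beside the fold change, other tests of gene lists, and the omission of each rat in turn. Alternatives chosen after the data had been seen were the newer quasi-likelihood method of edgeR, covariates for both choroid plexus and meningeal levels, and the omission of each rat in the comparison of STZ-DFO 1% with Sham-saline rats. A first run of the fits used the newer quasi-likelihood method before the package default was restored, and it also gave 0 genes past an FDR of 0.05 in each comparison (705, 533 and 1645 genes at an unadjusted p-value under 0.05).

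The pipeline was tested on simulated data with 200 changed genes of 14392. The quasi-likelihood test recovered 83.5% of them with 3.47% false calls, edgeR's exact test 90.5% with 11.7%, and DESeq2 87.5% with 11.6%. In a simulated comparison without changes they called 0, 9 and 10 genes. The changes were large, with a median log2 fold change of 1.98 for raised and -2.04 for lowered genes in the quasi-likelihood fit. The data were a single draw, with each gene drawn independently and no tissue content that varied between rats. These rates may therefore not hold for the real libraries. Pathway p-values and z-scores of the paper come from commercial software with its own gene sets and were not computed here. The cytokine, histology and behaviour measurements were not analysed here. Values of 1 listed molecule are not reported here.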

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

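Among the tests in this part, the counts of genes at an unadjusted p-value under 0.05, in other splits of the rats and in thinned libraries, and the fold changes of single genes in thinned libraries were chosen only after the results had been seen.

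The paper does not discuss Itgad, Serping1, Lgals3, Fyb1 and Abcg2, which had the 5 smallest p-values between STZ-saline and Sham-saline rats and in which every STZ-saline rat lay above every Sham-saline rat. Separation of this kind, in either direction, arises in 10% of genes by chance, and the genes were selected by their p-values, so it adds no evidence. Their log2 fold changes were 2.40 for Itgad, 2.63 for Serping1, 3.80 for Lgals3, 1.47 for Fyb1 and 0.70 for Abcg2, each with an adjusted p-value of 0.452. Over the fits that each left out 1 rat, the log2 fold changes ranged from 2.23 to 2.63 for Itgad, 2.23 to 2.97 for Serping1, 3.52 to 4.15 for Lgals3, 1.39 to 1.55 for Fyb1 and 0.64 to 0.75 for Abcg2. Over all alternatives the adjusted p-value ranged from 7.44e-08 to 1.00 for Itgad and Serping1, from 2.55e-06 to 1.00 for Lgals3, from 0.000959 to 1.00 for Fyb1 and from 0.000793 to 1.00 for Abcg2.

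For these 5 genes several technical explanations were weighed. A difference in library size was tested by thinning all libraries to the smallest total, which left 731 genes at an unadjusted p-value under 0.05, the same number as before. The log2 fold changes of the 5 genes were then 2.36 for Itgad, 2.64 for Serping1, 3.90 for Lgals3, 1.49 for Fyb1 and 0.73 for Abcg2, at least 0.986 times their former values. With the batch code as a covariate the log2 fold changes were 2.34 for Itgad, 2.51 for Serping1, 3.65 for Lgals3, 1.48 for Fyb1 and 0.70 for Abcg2. With the choroid plexus level as a covariate they were 2.36, 2.68, 3.79, 1.43 and 0.72. Reads shared between Itgad and its paralogs were not tested. Among the 10 splits of these 6 rats, 3 gave as many genes at an unadjusted p-value under 0.05 as the real one. That count covers all genes and not these 5, and a share under 0.1 is not possible with 3 against 3 rats, so the splits do not decide between the explanations. A response of the hippocampus to ICV STZ is a candidate explanation, and the splits alone cannot tell it apart from a chance assignment of rats. The STZ-DFO 1% rats also received ICV STZ, and each lay above every Sham-saline rat for all 5 genes. Their log2 fold changes against Sham-saline rats were 2.11 for Itgad, 3.26 for Serping1, 4.43 for Lgals3, 1.45 for Fyb1 and 0.37 for Abcg2. The difference thus recurred in further rats given STZ. The same Sham-saline rats enter both comparisons, which by itself favours the same direction, so a chance assignment is not excluded.

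The paper also does not discuss Aox3, Anxa1, Lbp and Itpripl2, which were among the 5 smallest p-values between STZ-DFO 1% and STZ-saline rats with every STZ-DFO 1% rat above every STZ-saline rat. Their log2 fold changes were 2.13 for Aox3, 0.93 for Anxa1, 3.17 for Lbp and 2.08 for Itpripl2, each with an adjusted p-value of 0.996. The adjusted p-value ranged over the alternatives from 0.0540 to 1.00 for Aox3, from 0.0779 to 1.00 for Anxa1, from 0.00444 to 1.00 for Lbp and from 0.0805 to 1.00 for Itpripl2. Counts in STZ-saline rats were 9, 7 and 8 for Aox3, 6, 1 and 5 for Lbp and 3, 6 and 4 for Itpripl2, so these 3 fold changes rest on few reads. Over the fits that each left out 1 rat the log2 fold changes ranged from 1.99 to 2.39 for Aox3, 0.81 to 1.01 for Anxa1, 2.79 to 3.64 for Lbp and 1.90 to 2.49 for Itpripl2.

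Thinning all libraries to the smallest total left 502 genes at an unadjusted p-value under 0.05 in this comparison against 499 before. The log2 fold changes were then 1.99 for Aox3, 0.89 for Anxa1, 3.64 for Lbp and 2.12 for Itpripl2, at least 0.933 times their former values, so a difference in library size does not account for them. With the choroid plexus level as a covariate the log2 fold changes were 1.81 for Aox3, 0.90 for Anxa1, 2.38 for Lbp and 2.16 for Itpripl2. Lists of genes from tissue outside the hippocampus gave a smallest adjusted p-value of 1.42e-15 in this comparison, for the meningeal list, which was higher in STZ-DFO 1% rats in 8 of 8 genes. Whether these 4 genes follow the meningeal level was not tested. Among the 10 splits of these 6 rats, 6 gave as many genes at an unadjusted p-value under 0.05, a count over all genes and not over these 4. An effect of DFO treatment, tissue carried over at dissection and a chance assignment of rats could each give this pattern, and they cannot be told apart here.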

How the results depend on the processing

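The fits and alternatives set before the data were examined are named in the summary of processing. The alternatives added after the values had been seen are the newer quasi-likelihood method, the pair of choroid plexus and meningeal covariates, and the omission of single rats in the comparison of STZ-DFO 1% with Sham-saline rats. Where a value changed, the cause was not tested. No paired analysis was possible because the groups share no replicate numbers.

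The number of genes past an FDR of 0.05 was 0 in each comparison (731, 499 and 1597 genes at an unadjusted p-value under 0.05 in STZ-saline against Sham-saline, STZ-DFO 1% against STZ-saline and STZ-DFO 1% against Sham-saline rats). With DESeq2's Wald test it was 96, 1 and 284 genes, of which 79, 1 and 215 also passed 2-fold. With edgeR's exact test it was 84, 1 and 273, of which 76, 1 and 227 passed 2-fold. The tests shared 78, 0 and 250 genes. At an unadjusted p-value under 0.05 the numbers were closer, 752, 553 and 1672 with DESeq2 and 717, 477 and 1435 with the exact test. In simulated data, where each gene was drawn independently, both of these tests made more false calls than the quasi-likelihood test. In STZ-DFO 1% against Sham-saline rats, the fit of only the 6 samples compared gave 2 genes past an FDR of 0.05 (2 with 2-fold), no filter gave 11 (11 with 2-fold), and both tissue covariates gave 1293. That last fit has 2 covariates for 9 rats.

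Leave-one-out fits gave 0 to 1 genes past an FDR of 0.05 in STZ-saline against Sham-saline rats (0 to 1 with 2-fold, the 1 gene without the STZ-saline rat of batch code M3B2) and 0 in STZ-DFO 1% against STZ-saline rats (251 to 1210 genes at an unadjusted p-value under 0.05). In STZ-DFO 1% against Sham-saline rats they gave 0 to 186 genes, and 0 to 150 with 2-fold, the highest without the STZ-DFO 1% rat of batch code M3B2.

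The number of genes past 1.5-fold was 1281 in STZ-saline against Sham-saline and 1128 in STZ-DFO 1% against STZ-saline rats. It was 4964 and 4943 with no filter, 672 and 635 with at least 10 counts in every library, and 0 and 0 when an FDR under 0.05 was also required. Leave-one-out values ranged from 1386 to 1672 and from 1153 to 1660. In STZ-saline against Sham-saline rats, lower genes outnumbered higher ones without Sham-saline rat 100 (819 higher, 851 lower). The same held without STZ-saline rat 91 (734 higher, 865 lower), and not in the other leave-one-out fits. RLE and upper quartile scaling changed neither number by much (1280 and 1284, 1125 and 1165). With the choroid plexus level as a covariate they were 1097 (765 higher, 332 lower) and 825 (661 higher, 164 lower). With both tissue covariates STZ-DFO 1% against STZ-saline rats had 2055 genes higher and 1368 lower. Genes at an unadjusted p-value under 0.05 in that comparison went from 499 to 248 with the choroid plexus level and to 2604 with both.

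Of the molecules of Supplementary Table 1, filterByExpr left 28 past 1.5-fold in place of 43, with leave-one-out values from 33 to 41. Without that filter, the number past an FDR of 0.05 was 0 (22 at an unadjusted p-value under 0.05). It was 1 in the fit of only the 6 samples compared and 2 with the batch code as a covariate. DESeq2 gave 4, the exact test 3 and leave-one-out fits 0 to 2. Of the molecules of Supplementary Table 2, filterByExpr left 56 past 1.5-fold in place of 90, with leave-one-out values from 72 to 83. The number past an FDR of 0.05 was 0 (26 at an unadjusted p-value under 0.05) and 1 with DESeq2.

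The mean log2 fold change of the neuroinflammation genes was 1.18 in STZ-saline against Sham-saline rats, from 0.91 to 1.38 over all alternatives. In STZ-DFO 1% against STZ-saline rats it was 0.12, and leave-one-out values ranged from -0.074 to 0.38. It reversed to -0.055 without the STZ-saline rat of batch code M3B2 and to -0.074 without STZ-DFO 1% replicate 95 (unadjusted camera p-values 0.00968 and 0.00777). It rose to 0.38 without STZ-saline replicate 91 and to 0.29 without the STZ-DFO 1% rat of batch code M3B2 (0.00469 and 0.00248). That p-value was 0.535 for all 9 rats and ranged from 0.00248 to 0.944 over the alternatives. The sign and the p-value of this result thus changed with single rats. With no filter, 3 of the neuroinflammation genes were past 1.5-fold in this comparison, fewer than in other genes (Fisher's exact test, p = 0.0201, odds ratio 0.275). Of 3 alternatives for this test, only that one gave a p-value under 0.05, and 2 left the result unchanged. With no filter, 3892 of the 4943 genes past 1.5-fold had a mean count under 10.

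The correlation of both comparisons' log2 fold changes went from -0.27 to -0.022 with different STZ-saline rats in each comparison. In STZ-DFO 1% against STZ-saline rats the log2 fold change of Aqp1 reversed from 1.51 to -0.094 with the choroid plexus level as a covariate, and that of Vtn from 0.59 to -0.043 without the STZ-DFO 1% rat of batch code M3B2 (leave-one-out values from -0.043 to 0.94). Aqp1 did not pass the filter of 10 counts in every library. Of 652 values for 44 results on named genes, 606 did not change in direction or call, 44 became stronger and 2 reversed. None of the 44 results had an adjusted p-value under 0.05 in the fit of all 9 rats (the smallest was 0.112), so none could lose a call and these numbers do not show stability. Genes with a mean count under 10 had fold changes of low precision at this depth.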

Differences from the paper's values

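The paper gives an average of 17.9 M reads per sample, and the mean total of the libraries analysed here was 11.6 M counts (SD 1.48 M, n = 9). The paper's value is for sequenced reads and the value here is for reads counted on genes, so the measures differ. The paper reports 24 samples and 9 were analysed here. None of the alternatives set before the data were examined changes either value.

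The paper filtered its gene list on an FDR under 0.05 and 2-fold. It names edgeR with the negative binomial, run in CLCGWB, but not which of its tests was used. With the quasi-likelihood test 0 genes passed that filter in either comparison, and 731 and 499 had an unadjusted p-value under 0.05. With DESeq2's Wald test 79 genes passed in STZ-saline against Sham-saline rats and 1 in STZ-DFO 1% against STZ-saline rats, and with edgeR's exact test 76 and 1. Without the STZ-saline rat of batch code M3B2, 1 gene, Tagln3, passed in the former comparison. The omitted rat had 1148 counts of Tagln3, against 8 and 14 in the other STZ-saline rats. These counts are from fits of the genes kept by filterByExpr.

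The paper lists Gfap, Vim, Grn and Pomc as affected by STZ. These had adjusted p-values of 0.209, 0.209, 0.307 and 0.290 here, in the fit of all 20352 genes with at least 1 count. The other values in this paragraph are also from fits without filterByExpr, so calls can differ from the counts above. DESeq2 gave 0.000309 for Gfap, 0.000558 for Vim, 0.0496 for Grn and 0.0302 for Pomc, and the exact test gave 0.00125 for Gfap, 0.00131 for Vim and 0.0156 for Pomc. Gfap had 0.0224 in the fit of only the 6 samples compared, 0.0109 with the batch code as a covariate and 0.0390 without the STZ-saline rat of batch code M3B2, and Vim had 0.0428 and 0.00631 in the last pair of settings. The paper lists Col3a1 as modulated by DFO. Its adjusted p-value was 0.931 in the quasi-likelihood test and 0.0432 with DESeq2. The meningeal list was also higher in STZ-DFO 1% than in STZ-saline rats. Whether Col3a1 follows the meningeal level was not tested. An effect of DFO on Col3a1 thus cannot be told apart from tissue carried over at dissection.

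The paper states that DFO treatment went with less activation of inflammatory pathways than in STZ-saline rats. The mean log2 fold change of the neuroinflammation genes in that comparison was 0.12. It was -0.055 without the STZ-saline rat of batch code M3B2 and -0.074 without STZ-DFO 1% replicate 95, and above 0 in the 4 other leave-one-out fits. The paper states that much of the engagement seen with STZ was reversed by DFO. Of the 13 molecules listed in both supplementary tables, 6 changed in opposite directions, and of 720 genes past 1.5-fold higher in STZ-saline than in Sham-saline rats, 605 were also past 1.5-fold higher in STZ-DFO 1% than in Sham-saline rats. Of 561 genes past 1.5-fold lower in STZ-saline rats, 77 were also lower in STZ-DFO 1% rats. Between STZ-DFO 1% and STZ-saline rats, 430 of the 1281 genes past 1.5-fold with STZ went past 1.5-fold in the opposite direction and 122 in the same direction. The Sham-saline rats enter both comparisons behind the 605 and 77 genes, which by itself favours the same direction. The STZ-saline rats enter both comparisons behind the 430 and 122 genes with opposite signs, which favours opposite directions. No count expected without a treatment effect is given here, so these counts do not decide for or against a reversal.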

Other observations

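Chosen only after the results had been seen were the counts of genes at an unadjusted p-value, past 1.5-fold and in edgeR's exact test in other splits, the splits and thinning of the neuroinflammation list, the thinned counts at an unadjusted p-value, the use of the choroid plexus covariate, itself set before, as a test of the neuroinflammation list and of the molecules of Supplementary Table 2, the correlation of Pomc with pituitary genes and the test of the spread of choroid plexus genes.

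Other splits of the same 6 rats into 3 against 3 were fitted in the same way. There are 10 splits, so the share is never under 0.1. The real split has 2 rats of code M3B1 and 1 of M3B2 on each side. Some other splits put both M3B2 rats on one side, so they also carry part of any difference between codes. In STZ-DFO 1% against STZ-saline rats these splits gave 1069, 1866, 296 and 652 genes at an unadjusted p-value under 0.05. In STZ-saline against Sham-saline rats they gave 546, 469, 166 and 890. Counts of genes past an FDR of 0.05 carry no information here, because all 10 of 10 splits reach the 0 genes of the real split in each comparison. At an unadjusted p-value under 0.05, 3 of the 10 splits gave as many genes in STZ-saline against Sham-saline rats (731), 6 in STZ-DFO 1% against STZ-saline rats (499) and 2 in STZ-DFO 1% against Sham-saline rats (1597). With edgeR's exact test as many genes passed an FDR of 0.05 in 2, 8 and 2 of the 10 splits, where other splits gave up to 298, 19 and 1650 genes. For genes past 1.5-fold the numbers were 1 of 10 splits for STZ and 3 of 10 for DFO. For the mean log2 fold change of the neuroinflammation genes they were 1 of 10 for STZ and 7 of 10 for DFO. The neuroinflammation difference in STZ-saline rats is thus as far out as 10 splits allow (1.18 against at most 0.81 in other splits), and tests of that list that allow for correlation between genes gave 0.00688 and 0.0101. Because the limit of 0.1 is set by the number of rats, the splits by themselves can neither show nor exclude a chance assignment of rats for these results.

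Library totals differed between rats, so all libraries were thinned to 9995617 counts. Genes past an FDR of 0.05 stayed at 0 in all 3 comparisons, and 731, 502 and 1559 genes had an unadjusted p-value under 0.05. The mean log2 fold change of the neuroinflammation genes was 1.13 in STZ-saline against Sham-saline rats and 0.088 in STZ-DFO 1% against STZ-saline rats. A difference in library size therefore accounts for neither the counts at an unadjusted p-value nor the list means.

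Markers of tissue next to the hippocampus varied between rats. The level of the choroid plexus genes ran from 0.14 to 6.57 (mean log2 CPM), and it was low in Sham-saline rat 100 (0.42) and in 1 STZ-saline rat of batch code M3B1 (0.14). The first principal component of the samples, with 31.1% of the variance, had a correlation of -0.94 with it. Among lists of tissues outside the hippocampus the smallest adjusted camera p-value was 0.000889 in STZ-saline against Sham-saline rats (choroid plexus, mean log2 fold change -1.61, lower in 12 of 12 genes), 1.42e-15 in STZ-DFO 1% against STZ-saline rats (meninges, 1.41, higher in 8 of 8 genes) and 1.46e-06 in STZ-DFO 1% against Sham-saline rats (meninges, 1.14). The choroid plexus list was also higher in STZ-DFO 1% than in STZ-saline rats (1.48, in 12 of 12 genes, adjusted camera p-value 9.75e-08). Per rat, the choroid plexus groups overlapped in STZ-saline against Sham-saline rats (exact permutation test, two-sided p = 0.5). Between STZ-DFO 1% and STZ-saline rats there was no overlap for the choroid plexus level (2.44 higher) or the meningeal level (1.21 higher), each with an exact permutation p of 0.1, the smallest possible. The choroid plexus genes varied together after removal of group means, with an inter-gene correlation of 0.942. This is consistent with different amounts of choroid plexus carried into the dissected samples, but a change of those genes within the tissue could give the same value. Part of the difference between STZ-DFO 1% and STZ-saline rats may thus come from dissection, and an effect of DFO on these tissues cannot be told apart from it.

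With the choroid plexus level as a covariate, the mean log2 fold change of the neuroinflammation list in STZ-saline against Sham-saline rats was 1.21, against 1.18 without it (camera p-values 3.89e-45 and 2.28e-46 at an inter-gene correlation of 0.01). The list level was 2.81 in Sham-saline rat 100 and 3.95 in the STZ-saline rat of batch code M3B1 that also had a low choroid plexus level, and 2.99 and 3.03 in the Sham-saline rats with choroid plexus levels of 6.38 and 6.57. Choroid plexus content thus does not account for the difference in this list. For the molecules of Supplementary Table 2, 67 of 92 were past 1.5-fold with that covariate against 90 without it, so choroid plexus content may account for part of that number and not for most of it. Across the 9 rats with group means removed, 12 of the 92 had a correlation above 0.8 with the choroid plexus level, Trpv4, Enpp2, Aqp1 and Igf2 among them, and the median was 0.158.

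Genes of the pituitary varied in a similar way. The list was lower in STZ-saline than in Sham-saline rats (mean log2 fold change -4.70, lower in 3 of 3 genes, adjusted camera p-value 0.000952), but per rat the groups overlapped (exact permutation test, two-sided p = 0.2). Its level was 3.30 and 1.69 in Sham-saline rats 90 and 100 and from -1.63 to 0.30 in the other 7 rats. Gh1 had 1638, 467 and 7 counts and Prl 618, 112 and 0 in Sham-saline rats 90, 100 and 112. Pomc, which is not in the list, followed its level across rats with group means removed (correlation 0.914). Pituitary tissue carried into some samples is thus a candidate explanation for the lower Pomc in STZ-saline rats, and an effect of STZ on Pomc cannot be told apart from it.

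Iron chelation was expected to raise HIF target genes and to shift iron handling genes. The HIF target list gave a mean log2 fold change of 0.057 in STZ-DFO 1% against STZ-saline rats (higher in 6 of 14 genes, unadjusted camera p-value 0.282), and the iron handling list 0.22 (higher in 7 of 8 genes, 0.0602). Neither list passed the threshold. In the iron handling list the largest log2 fold changes were 0.74 for Tf and 0.69 for Cp. The only lower gene was Tfrc (-0.20, with overlapping groups), so the genes of the list did not shift together. Tf had its lowest counts, 6716 and 8725, in the Sham-saline and STZ-saline rats with the lowest choroid plexus levels, against 13559 or more elsewhere. Whether the list follows the choroid plexus level was not tested. Per rat, the iron handling level was 0.28 higher in STZ-DFO 1% rats, without overlap of the groups (exact permutation test, two-sided p = 0.1, the smallest p possible). The list was also higher in STZ-saline than in Sham-saline rats, with a mean log2 fold change of 0.28 (5 of 8 genes higher, unadjusted camera p-value 0.0163) and a level per rat 0.23 higher without overlap (exact permutation test, two-sided p = 0.1), so a shift of this list is not specific to the DFO comparison.

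Low counts inflate fold changes, so random lists matched on mean count were drawn 10000 times. On average 13.9 molecules were past 1.5-fold (25 at most) against 43 for Supplementary Table 1, and 29.2 (44 at most) against 90 for Supplementary Table 2. The tables were selected on fold change in these same data, so these numbers cannot separate low counts from a response to treatment.

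The opposite direction of fold changes in both comparisons was tested by 100 random regroupings of the 9 rats. In 87 of them the correlation of both sets of fold changes was as negative as the real one (-0.27), with a mean of -0.48, and with different STZ-saline rats in each comparison it was -0.022. The negative correlation is therefore consistent with the STZ-saline rats entering both comparisons, and it gives no evidence of a reversal by DFO across all genes.

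The genes called by DESeq2 and edgeR's exact test between STZ-saline and Sham-saline rats were mostly higher in STZ-saline rats, 92 of 96 and 82 of 84, and 12 genes of each set were in the neuroinflammation list. For the genes of the exact test as a set, only the splits were tested, and the genes of DESeq2 were not tested as a set.

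Tagln3 was singled out after its values had been seen. It had 415, 554 and 366 counts in Sham-saline rats, 8, 14 and 1148 counts in STZ-saline rats, of which the last is the rat of batch code M3B2, and 11, 5 and 5 counts in STZ-DFO 1% rats. Neither a technical nor a biological explanation was tested.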
